# Prominin-1 Regulates Retinal Pigment Epithelium Homeostasis: Transcriptomic Insights into Degenerative Mechanisms

**DOI:** 10.3390/ijms262311539

**Published:** 2025-11-28

**Authors:** Weihong Huo, Jinggang Yin, Purnima Ghose, Jenny C. Schafer, Edward Chaum, Sujoy Bhattacharya

**Keywords:** inherited retinal dystrophies, atrophic age-related macular degeneration, epithelial–mesenchymal transition, *mTORC1*, MerTk, *PINK1*, Gremlin-1, phagocytosis, autophagy, proliferation, bile acids

## Abstract

Inherited retinal degenerations (IRDs), driven by pathogenic mutations, often involve primary dysfunction of the retinal pigment epithelium (RPE)—a pathogenic feature shared with atrophic age-related macular degeneration (aAMD), despite aAMD’s multifactorial etiology. *Prominin-1* (*Prom1*), traditionally linked to photoreceptor pathology, has an unclear role in RPE homeostasis. We assessed Prom1 expression in C57BL/6J mouse retina sections and RPE flat mounts using immunohistochemistry and generated *Prom1*-knockout (KO) mouse RPE cells via CRISPR/Cas9. Bulk RNA sequencing with DESeq2 and gene set enrichment analysis (GSEA) revealed *Prom1*-regulated pathways. *Prom1*-KO cells exhibited upregulation of *Grem1*, *Slc7a11*, *Serpine2*, *Il1r1*, and *IL33* and downregulation of *Ablim1*, *Cldn2*, *IGFBP-2*, *BMP3*, and *OGN*. Hallmark pathway interrogation identified reduced expression of *PINK1* (mitophagy) and *MerTK* (phagocytosis), implicating defects in mitochondrial quality control and outer segment clearance. Enrichment analysis revealed activation of E2F/MYC targets, mTORC1 signaling, oxidative phosphorylation, and TNFα/NF-κB signaling, alongside suppression of apical junctions, bile acid metabolism, and Epithelial-Mesenchymal Transition (EMT) pathways. These findings suggest *Prom1* safeguards RPE integrity by modulating stress responses, mitochondrial turnover, phagocytosis, metabolism, and junctional stability. Our study uncovers *Prom1*-dependent signaling networks, providing mechanistic insights into RPE degeneration relevant to both IRD and aAMD, and highlights potential therapeutic targets for preserving retinal health.

## 1. Introduction

Inherited retinal dystrophies (IRDs) are a genetically heterogeneous group of disorders that cause progressive vision loss and, in many cases, irreversible blindness [1,2]. While many IRDs have traditionally been viewed as photoreceptor-centric diseases, increasing evidence suggests that retinal pigment epithelium (RPE) dysfunction plays a critical, and possibly primary, role in disease progression, particularly in IRDs, in which the mutated gene is present in both RPE and photoreceptors [3,4]. This distinction is particularly relevant for IRDs associated with *Prominin-1* (*Prom1*, also known as CD133), where clinical features such as RPE atrophy and photoreceptor degeneration closely resemble those seen in atrophic age-related macular degeneration (aAMD) [5,6]. Despite this phenotypic overlap, the mechanisms by which *Prom1* regulates RPE homeostasis remain poorly understood, representing a significant gap in our understanding of macular disease pathogenesis.

*Prom1* is a pentaspan transmembrane glycoprotein widely recognized as a stem cell and cancer stem cell marker [7,8]. Beyond its role in stemness, *Prom1* is expressed in differentiated epithelial and non-epithelial cells [9], glial cells [9], and the adult retina [10], suggesting broader physiological functions. In photoreceptors, *Prom1* localizes to the base of the outer segments, where it regulates disk morphogenesis and membrane architecture [11,12]. Loss-of-function mutations in *Prom1* cause a spectrum of retinal diseases, including autosomal dominant and recessive retinitis pigmentosa [11,13], cone-rod dystrophies [14,15,16], and macular dystrophies such as Stargardt disease type 4 (STGD4) [12,17].

While *Prom1*-related retinal dystrophies have traditionally been viewed as photoreceptor-centric, emerging evidence suggests a complex pathophysiology involving RPE. In a *Prom1*-null *Xenopus laevis* model, CRISPR/Cas9-mediated Prom1 loss led to age-dependent RPE degeneration and subretinal drusenoid-like deposits that preceded photoreceptor loss, challenging the paradigm that Prom1 dysfunction primarily affects photoreceptors [18]. These deposits resembled human drusenoid material, suggesting that RPE pathology is an initiating event in Prom1-associated degeneration.

Stargardt disease 4 (STGD4) shares clinical and pathological features with ABCA4-related Stargardt disease type 1 (STGD1) and the atrophic form of AMD, including central photoreceptor degeneration and RPE atrophy [19,20,21]. Although STGD1 is driven by bisretinoid lipofuscin accumulation due to ABCA4 dysfunction, STGD4 may involve overlapping or distinct mechanisms. Notably, *Prom1* mutations such as p.R373C and c.869delG have been associated with parafoveal RPE atrophy, granular mottling, and thinning of the outer retina in patients [5,22,23]. In younger individuals, spectral-domain OCT reveals early RPE/Bruch’s membrane thinning and progression to geographic atrophy (GA) [24]. Longitudinal studies confirm the expansion of GA, profound outer retinal degeneration, and phenotypic variability in patients with the Prom1 R373C mutation [25]. These findings suggest that *Prom1* dysfunction may directly impair RPE integrity, contributing to macular degeneration independent of bisretinoid accumulation.

The relationship between *Prom1* and *ABCA4* is further supported by studies showing additive effects of *Prom1* and *Abca4* mutations on RPE pathology, including granular mottling and lipofuscin-like deposits [19,22]. Despite these clinical observations, the mechanistic role of *Prom1* in RPE biology remains poorly defined. Our own studies have shown that *Prom1* is expressed in human RPE and localizes predominantly to the cytoplasm, where it regulates autophagy by modulating mTORC1/2 signaling and autophagosome trafficking [26]. Additionally, we confirmed *Prom1* expression in mouse RPE (mRPE) in situ by immunogold electron microscopy and RNAscope assays [27]. We showed that targeted Prom1 knockdown in situ using AAV2/1 vectors induces RPE cell death and photoreceptor degeneration, recapitulating the features of aAMD [27].

We recently demonstrated that *Prom1* loss in mRPE activates mTORC1, suppresses TFEB activity, and induces epithelial–mesenchymal transition (EMT), implicating *Prom1*-mTORC1-TFEB signaling as a central regulator of RPE homeostasis [28]. Although *Prom1*-related IRDs have long been considered photoreceptor cell-autonomous pathologies, emerging evidence suggests that *Prom1* is a major driver of RPE integrity and function. To address this knowledge gap, we performed transcriptomic profiling of *Prom1*-deficient mRPE cells to identify molecular pathways disrupted by *Prom1* loss. Using bulk RNA sequencing and gene set enrichment analysis (GSEA), we identified dysregulated genes and pathways involved in stress signaling, autophagy, lysosomal function, and epithelial identity—molecular signatures that mirror RPE dysfunction in IRDs and aAMD. These findings support a model in which *Prom1* maintains RPE homeostasis in a cell-autonomous manner, suggesting that its loss contributes to retinal degeneration through mechanisms beyond photoreceptor disk morphogenesis.

## 2. Results

### 2.1. Prom1 Is Expressed in Mouse RPE In Situ

We recently showed Prom1 mRNA localization in mouse RPE in situ using RNAscope, as well as Prom1 protein localization in mitochondria of mouse RPE, by immunogold electron microscopy [27]. To confirm Prom1 protein expression in mRPE, we performed Immunohistochemistry (IHC) on mouse RPE flat mounts. Our studies show Prom1 staining (green) alongside ZO-1 (red), a tight junction marker in mouse RPE flat mounts. At 40× magnification, Prom1 was predominantly localized in the RPE cytoplasm, with enrichment in nuclear and perinuclear regions and partial association with apical junctions marked by ZO-1 (Figure 1). At 40× zoom, this pattern was more pronounced, with Prom1 puncta evident near cell borders, cytoplasm, and concentrated around nuclei. The merged images show partial co-localization of Prom1 with ZO-1, which supports its weak association with apical domains (Figure 1). The presence of Prom1 signal in mRPE cytoplasmic and nuclear compartments suggests potential roles in trafficking or signaling beyond membrane organization. Consistent with these observations, Prom1 was detected (green) in the RPE layer in situ in mouse retinal sections (white arrowheads), evidenced by 20×, 40×, and 63× confocal images, confirming its expression outside photoreceptors and providing protein-level evidence of its presence and subcellular organization, but Prom1 staining was not observed in the negative control (Appendix A showing z-stack 3D-orthogonal images of multiple retinal layers processed as negative control) (Figure 2). These observations are consistent with our previous findings, which showed Prom1 mRNA expression by RNAscope in the mouse RPE, the inner segment (IS) of photoreceptors, as well as a small group of cells in the inner retina [27]. The 3D orthogonal reconstruction shows that the Prom1 protein is present within the RPE monolayer, spatially distinct from photoreceptor outer segments. The labeling pattern in the XZ/YZ plane appears punctate cytoplasmic with apical enrichment, consistent with intracellular localization in RPE rather than a junctional or membrane-restricted signal (Figure 2A). Western blotting analysis of mRPE cells cultured in vitro confirmed robust Prom1 expression in wild-type mRPE and its absence in Prom1-knockout (KO) samples (using Clustered Regulatory Interspaced Short Palindromic Repeats (CRISPR)/CRISPR-associated protein 9 (Cas9) (Figure 2B). At the same time, qPCR demonstrated significant Prom1 transcript reduction in Prom1-KO cells (Figure 2C). Together, these results establish Prom1 as a cytoplasmic and junction-associated protein in mRPE, supporting its potential role in maintaining RPE homeostasis.

### 2.2. Bulk RNA Sequencing of WT and Prom1-KO mRPE Cells

To investigate the molecular consequences of Prom1 loss in retinal pigment epithelium (RPE), we performed bulk RNA sequencing on wild-type (WT) and Prom1-knockout (KO) mouse RPE cells. 

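RNA was sequenced from cultured mouse RPE cells (mRPE), as 4 libraries of WT cells and 5 libraries of *Prom1*-KO cells made with CRISPR/Cas9. The sample labels divide the *Prom1*-KO libraries between 2 clones. The libraries 8995-SB-2, 9262-SB-4 and 9262-SB-5 are of clone KO22, and the libraries 8995-SB-3 and 9262-SB-6 are of clone KO26. The library names give 2 sequencing batches, with 1 library each of WT, KO22 and KO26 in batch 1 (8995) and 3 WT, 2 KO22 and 1 KO26 library in batch 2 (9262). The heatmaps of the paper show the 4 WT libraries and the 3 KO22 libraries, so those 7 libraries are compared first below, and KO26 is given after them. The paper's methods name a TruSeq stranded mRNA library kit, and the sample labels name an NEB stranded kit. The authors trimmed the reads with TrimGalore, aligned them to mm39 with STAR, which counted the reads on each gene, and deposited the raw counts. The total count per library was 10187978 to 27537863 in WT (median 13042370, n = 4) and 11863633 to 20760399 in KO22 (median 13096157, n = 3). It was 24175274 and 8076188 in the KO26 libraries 8995-SB-3 and 9262-SB-6. *Prom1* itself is not analysed here in these libraries. From the raw counts, genes with at least 5 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test, with TMM normalization, the batch as a term and Benjamini-Hochberg adjustment. A gene counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1.2, the limits in the paper's methods. KO26 was tested against WT, and KO22 against KO26, in one fit over all 9 libraries, since KO26 has only 2. Values per library are CPM on the TMM scale, given as mean ± SD. Log2 fold changes within a batch come from CPM with a pseudocount of 0.5 CPM, which makes them smaller in size for genes at low CPM. The choices that could change the numbers are the normalization, the test, the batch term, the count filter and the libraries left out.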

Sequencing reads were normalized for differences in sequencing depth and filtered to remove lowly or non-expressed genes, ensuring that downstream analyses focused on biologically relevant transcripts. Genes with fewer than five counts in at least three samples were excluded to minimize noise from sporadically expressed features. 

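The deposited raw count table of the mRPE libraries lists 20910 genes, and the gene with the fewest counts has 18 over all 9 libraries. At least 5 counts in at least 3 libraries were found for 20737 of them over the 9 libraries, and for 20455 over the 7 libraries that the paper kept.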

Raw counts, normalized counts, and post-filtering values were visualized on a log2 + 1 scale to include zero-count features (Figure 3). As expected, increasing sequencing depth improved feature capture, consistent with coverage principles for bulk RNA-seq. 

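Genes with at least 1 count were compared with the total count of each library. In batch 1 they rose with the total, from 20165 genes in 8995-SB-2, with the lowest total, to 20698 in 8995-SB-1, with the highest, and 8995-SB-3 lay between in both. In batch 2 the fewest genes, 20418, were found in the KO22 library 9262-SB-5, although 9262-SB-6, 9262-SB-2 and 9262-SB-3 had lower totals. The most, 20746, were found in 9262-SB-4, which had the highest total of batch 2. No correlation is given, since the batches hold 3 and 6 libraries of differing conditions.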

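The authors' normalized counts are the raw counts divided by one size factor per library, which lay between 0.5936 (9262-SB-6) and 1.7485 (8995-SB-1). After this division, the total per library was 12950503 to 15749739 in the 4 WT libraries and 14226772 to 15118158 in the 3 KO22 libraries. The KO26 libraries 8995-SB-3 and 9262-SB-6 had normalized totals of 15762108 and 13605583. The 10 genes with the most counts held 22.7% to 28.7% of the counts of a WT library and 17% to 20.15% of those of a KO22 library.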

After normalization and filtering, WT and KO samples exhibited comparable distributions, confirming effective correction for sequencing depth and removal of low-abundance genes (Figure 3). This approach provided a robust dataset for differential expression analysis and pathway enrichment, enabling the identification of Prom1-dependent signaling networks.

Principal component analysis (PCA) was performed to visualize variance across WT and *Prom1*-KO mRPE transcriptomes. Uncorrected PCA revealed clustering by sequencing batch, indicating a strong batch effect (Figure S1A). 

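The principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes. Over the 9 libraries without batch correction, PC1 held 88.2% of the variance and PC2 held 4.4%. The 3 KO22 libraries lay at 47.5 to 62.05 on PC1, and the 4 WT and 2 KO26 libraries at -29.74 to -22.56. On PC2, the WT library of batch 1 lay at 8.44 and the WT libraries of batch 2 at -9.09 to -7.45. The KO26 libraries lay at 19.24 (batch 1) and -0.41 (batch 2), and the KO22 libraries at 0.63 (batch 1) and at -2.07 and -0.52 (batch 2). Within each group, the batch 1 library thus had the highest PC2 value.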

After applying batch correction with limma, PC1 accounted for 92% of the variance, while PC2 accounted for the residual variability of unknown origin. 

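With limma's removeBatchEffect applied to the same counts, PC1 held 92% of the variance over the 9 libraries and PC2 held 3.8%. The share on PC1 depended on the number of genes taken, from 96.1% with the 100 most variable genes to 71% with all 20737 genes. On log2 CPM in place of the variance-stabilized counts it was 92.4%.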

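After the batch was removed from all 9 libraries, the distance on PC2 between the WT library of batch 1 and the WT libraries of batch 2 became smaller, with values of 7.87 in batch 1 and 5.65 to 5.9 in batch 2. The KO22 libraries moved apart on PC2, to 6.07 in batch 1 and to -3.05 and -2.56 in batch 2. On PC1 the WT libraries lay at -30.85 to -25.81 and the KO22 libraries at 50.04 to 57.82.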

Importantly, batch correction improved sample clustering by genotype, confirming that biological differences rather than technical artifacts drive the major variance component (Figure S1B). 

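The libraries 8995-SB-3 and 9262-SB-6 are both libraries of clone KO26, and no other library is of that clone. After batch correction they lay at -26.97 and -23.28 on PC1, on the WT side of that axis, and at -13.94 and -11.72 on PC2, below the 7 other libraries. The 4 WT libraries were also divided into pairs in the 3 possible ways, and the pair without 8995-SB-1 was compared with the other pair and with KO26. In edgeR's quasi-likelihood test, 0 genes were differentially expressed between the WT pairs, where 166 to 299 had an unadjusted p under 0.05, and 17, 18 and 58 were between KO26 and WT. Over all 9 libraries, 250 genes were higher and 149 lower in KO26 than in WT. The same fit gave 1568 genes higher and 2229 lower in KO22 than in KO26.

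**Figure D1:**
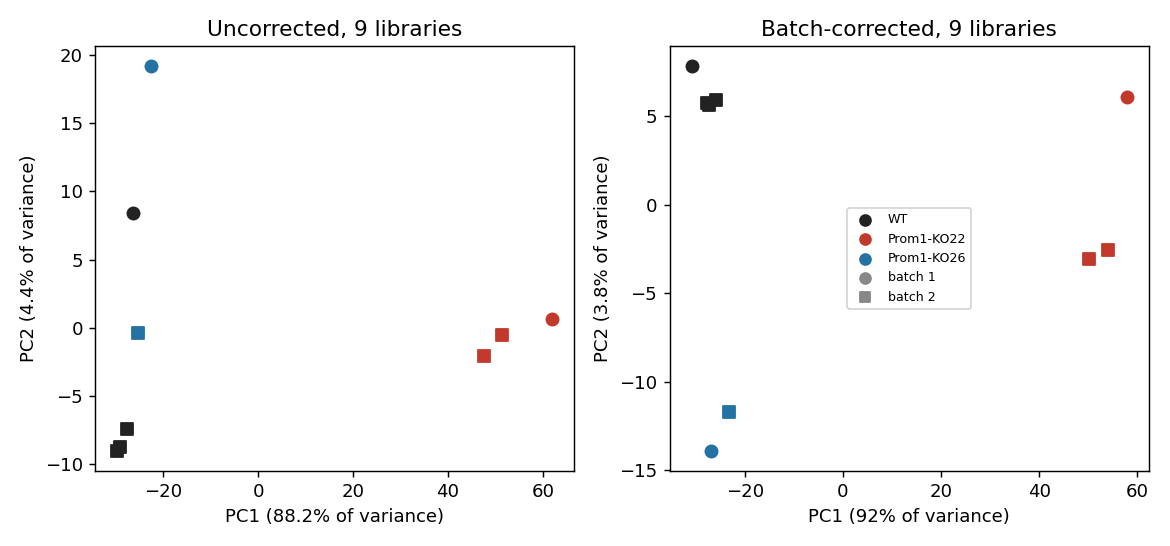
Position of the 9 mRPE libraries on PC1 and PC2 (axis labels give the percent of variance), before (left) and after (right) batch correction; black, WT; red, KO22; blue, KO26; circles, batch 1; squares, batch 2. The KO22 libraries lie apart on PC1, and after correction the KO26 libraries lie below the others on PC2.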

Two Prom1-KO samples (8995-SB-3 and 9262-SB-6) remained outliers after correction, suggesting intrinsic biological heterogeneity or technical anomalies (Figure S1B). These findings validate the need for batch adjustment and confirm that genotype is the dominant source of variance in the dataset. Following the removal of two outlier Prom1-KO samples (8995-SB-3 and 9262-SB-6), PCA demonstrated improved clustering by genotype (Figure S1C). PC1 accounted for 96% of the total variance, indicating that the primary source of variability was the experimental condition rather than technical factors. 

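Over the 4 WT and 3 KO22 libraries that remained, PC1 held 96.4% of the variance after batch correction and 93.6% without it. With 100, 2000 and all genes in place of the 500 most variable, the corrected share was 97.5%, 93.9% and 82.9%. The paper names intrinsic biological heterogeneity or technical anomalies for the KO26 libraries that it left out. Without them, all knockout libraries that remain are of clone KO22. The paper concludes from the share of PC1 that the experimental condition was the main source of variability.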

WT and Prom1-KO samples separated clearly along PC1, confirming robust transcriptional differences between groups. 

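On the corrected PC1 of the 7 libraries, the WT libraries lay at -46.31 to -32.09 and the KO22 libraries at 46.31 to 52.06. Batch 1 holds 1 library of each group, so after the batch mean is removed these libraries lie at equal distances on either side of 0. Without batch correction, the WT libraries lay at -38.49 to -34.82 and the KO22 libraries at 43 to 57.86.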

PC2 explained only 3% of the variance and did not correspond to batch or condition, suggesting minimal residual confounding (Figure S1C). These findings validate the dataset’s data quality and support its suitability for downstream differential expression and pathway analyses.

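PC2 of the corrected 7 libraries held 2.5% of the variance. The batch 1 libraries lay at 10.33 (WT) and -10.33 (KO22). In batch 2 the WT libraries lay at -4.47 to -3.13 and the KO22 libraries at 5.31 and 6.18. The correction centres each batch on 0, so the arrangement of the groups within the batches on PC2 is set by the method and is not read as a finding.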

### 2.3. Differential Expression and Gene Set Enrichment Analyses

Differential expression analysis revealed a pronounced transcriptional shift, including 15 upregulated and downregulated genes (Figure 4A). 

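Of the 20455 genes tested over the 7 libraries, 2338 were higher and 2816 lower in *Prom1*-KO22 than in WT at both limits (edgeR's quasi-likelihood test). With an absolute log2 fold change over 1, the limit in the paper's volcano plot criteria, 2909 were higher and 3353 lower. The alternative that moved the counts most was no limit on the fold change, which gave 5506 and 5331. With each library left out in turn, 1791 to 2654 genes were higher and 2490 to 3079 lower. DESeq2 gave 2272 and 2699. The 15 upregulated and 15 downregulated genes labelled in Figure 4A all passed both limits, with log2 fold changes of 2.82 to 9.39 and, for the downregulated genes, absolute log2 fold changes of 3.12 to 6.98, and in each list every KO22 library lay beyond every WT library.
Over all 9 libraries with both clones as one knockout group, 553 genes were higher and 196 lower, and leaving out any 1 of the 5 libraries 9262-SB-1 to 9262-SB-5 left 0 higher and 1 lower. Unadjusted p-values under 0.05 were found for 4018 to 4630 genes in those fits. KO26 alone passed both limits in 1 of the 15 upregulated genes (*Slc7a11*) and 2 of the 15 downregulated genes (*Cemip* and *Bmp3*), and the difference between the clones passed the adjusted p limit in all 15 genes of each list. The genes of a chromosome shifted together in KO22, with a median log2 fold change among the autosomes from -0.526 for chromosome 10 to 0.639 for chromosome 8. Chromosome medians, here and below, were taken over genes with a mean of at least 1 CPM over the 9 libraries.

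**Figure D2:**
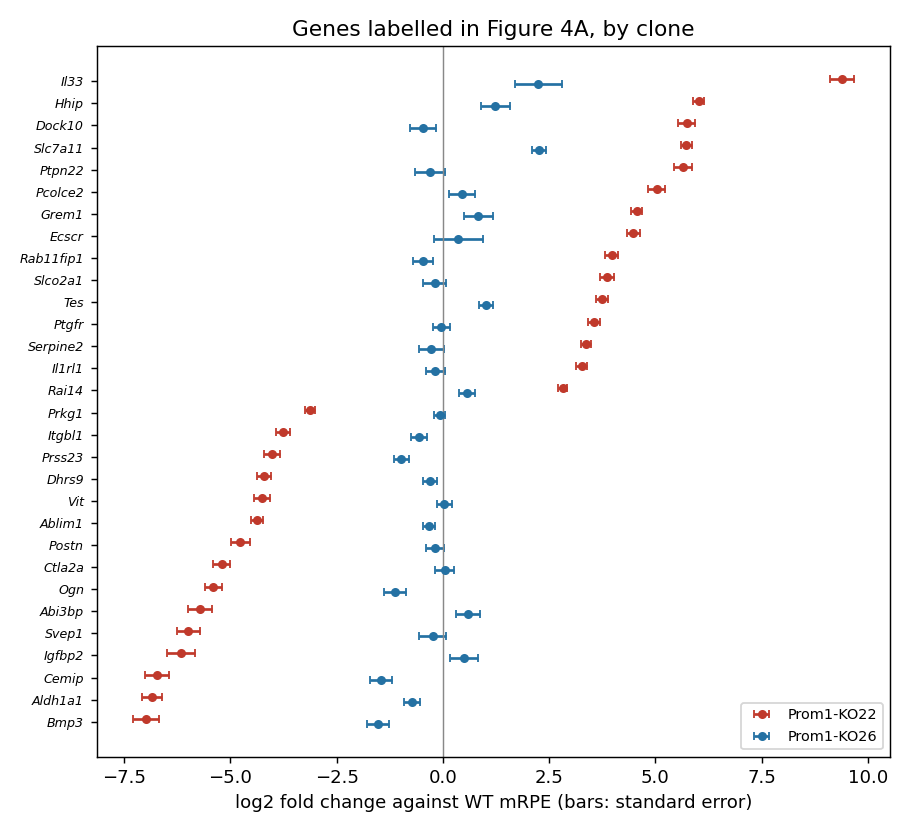
Log2 fold change against WT mRPE (horizontal axis) of the genes labelled in Figure 4A, for KO22 (red, fit of the 7 libraries) and KO26 (blue, fit of the 9 libraries); bars are standard errors. KO22 values reach -6.98 and 9.39, and KO26 values lie closer to 0 for every gene.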

The volcano plot summarizing DESeq2 data for WT and *Prom1*-KO mRPE cells shows a cluster of high-magnitude, high-significance hits on both tails, with prominent upregulated genes with a positive log2 fold change (red), including *Gremlin-1* (*Grem1*), an endogenous BMP antagonist that induces EMT in fetal RPE cells [29]; *Serpine 2*, a serpin with neurotropic and anti-angiogenic activities secreted by the RPE into the interphotoreceptor matrix toward the neural retina [30]; *Interleukin-receptor-like 1*(*Il1r1*), an activator of the complement alternative pathway in RPE cells in macular degeneration [31]; *Interleukin 33* (*IL33*), a key regulator of inflammation and RPE atrophy in AMD [32]; and *retinoic acid-induced 14* (*Rai14*), which is expressed in the RPE and has been shown to promote mTOR-mediated inflammation [33,34] (Figure 4A). 

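*Grem1* (ENSMUSG00000074934, chromosome 2, 113576509 to 113589000) had 49.7 ± 20.9 CPM in WT (n = 4) and 1268 ± 605 CPM in KO22 (n = 3), a log2 fold change of 4.56 (standard error 0.13, adjusted p = 9.61e-08 from edgeR's quasi-likelihood test). The KO26 libraries had 60.2 and 114 CPM, a log2 fold change of 0.83 (adjusted p = 0.208 from edgeR). The WT library 8995-SB-1, at 80.9 CPM, lay apart from the other 3 WT libraries, at 37.2 to 42.1 CPM. *Serpine2* (ENSMUSG00000026249, chromosome 1, 79763323 to 79839144) rose from 65.7 ± 15.3 CPM in WT to 725 ± 261 CPM in KO22, a log2 fold change of 3.37, with 39.5 and 71.5 CPM in the KO26 libraries. *Il33* (ENSMUSG00000024810, chromosome 19, 29902483 to 29938933) rose from 0.346 ± 0.136 CPM to 256 ± 229.5 CPM, with KO22 libraries at 521, 122 and 124 CPM. Its log2 fold change was 9.39 over the 7 libraries and 8.58 to 9.71 with each left out, and the WT library 9262-SB-3, at 0.143 CPM, lay apart from the other 3 WT libraries, at 0.393 to 0.437 CPM. The KO26 libraries had 2.09 and 2.08 CPM of *Il33*. *Rai14* (ENSMUSG00000022246, chromosome 15, 10569055 to 10715959) rose from 46 ± 1.81 CPM to 326 ± 5.56 CPM, a log2 fold change of 2.82, and KO26 libraries had 48.3 and 87.7 CPM. Figure 4A labels *Il1rl1* and the text names *Il1r1*. *Il1rl1* (ENSMUSG00000026069, chromosome 1, 40468730 to 40504575) rose from 20.6 ± 4.5 CPM to 205 ± 51.9 CPM (log2 fold change 3.27), whereas *Il1r1* had 121 ± 25.9 and 119 ± 16.8 CPM (log2 fold change 0.03), not past either limit with edgeR.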

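*Ablim1* (ENSMUSG00000025085, chromosome 19, 57021165 to 57303351) fell from 192 ± 22.9 CPM in the 4 WT libraries to 9.11 ± 1.45 CPM in the 3 KO22 libraries, a log2 fold change of -4.37 (standard error 0.14, edgeR adjusted p = 1.61e-07). In the KO26 libraries it had 114 and 178 CPM, a log2 fold change of -0.32 (edgeR adjusted p = 0.242). *Igfbp2* (ENSMUSG00000039323, chromosome 1, 72863606 to 72891634) fell from 1019 ± 135 CPM to 14.4 ± 7.23 CPM, a log2 fold change of -6.16, while the KO26 libraries had 1597 and 1144 CPM. *Bmp3* (ENSMUSG00000029335, chromosome 5, 99002268 to 99032255) fell from 139.6 ± 27.4 CPM to 0.997 ± 0.702 CPM, a log2 fold change of -6.98, and KO26 libraries, at 30.9 and 60.4 CPM, were lower than WT too (log2 fold change -1.52, edgeR adjusted p = 0.0163). *Ogn* (ENSMUSG00000021390, chromosome 13, 49761349 to 49780412) fell from 671 ± 139 CPM to 15.6 ± 1.13 CPM, with 169 and 430.1 CPM in KO26. Each of these genes was lower in every KO22 library than in every WT library. Of the 35 divisions of 7 libraries into 4 and 3, 1 gives that split. The paper chose these genes on the same libraries, so their separation is not independent evidence.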

The downregulated genes with a negative log2 fold change (blue) include *actin-binding LIM protein family member 1* (*Ablim1*), which directly binds F-actin to serve as a scaffold for signaling modules of the actin cytoskeleton and governs the formation of dense cortical actin meshwork to prevent mechanical tension-induced blebbing during hTERT-RPE1 migration [35,36]; *IGF binding protein 2* (*IGFBP2*), which plays a significant role in modulating IGF-1 activity in the RPE, and its loss induces an early reactive RPE phenotype [37,38]; *Bone morphogenetic protein-3* (*BMP3*), its reduced expression leads to fibrosis; and *Osteoglycin* (*OGN*), a proteoglycan with strong expression in the Bruch’s membrane and choroid [39] (Figure 4A). We used gene set enrichment analysis (GSEA) to rank gene lists and identify enriched pathways (Figure 4B). Enrichment scores were calculated by hypergeometric tests and normalized to the size of the gene set. A positive normalized gene enrichment score (NES) indicates that the gene set is upregulated in the experimental group. Preliminary analysis of hallmark gene sets from the Molecular Signature Database shows significant upregulation of hallmark signatures for cell cycle transcription factors (*E2F* and *MYC* targets, *G2M* checkpoint), *mTORC1* signaling, unfolded protein response (UPR), reactive oxygen species (ROS) pathway, TNFA signaling via NF-kappaB, DNA repair, and oxidative phosphorylation (Figure 4B). 

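MSigDB's Hallmark sets were not used here. Lists written before the data were examined were tested with limma's camera on log2 CPM (preset correlation 0.01, 33 lists with tested genes). Many of the 33 hold genes that the paper's figures or text name, which the authors chose on these libraries. All 33 were adjusted together, so the adjustment was milder for the other lists. A list of 23 UPR genes was higher in KO22 (adjusted p = 0.00695 from camera, median log2 fold change 0.638), with 7 of them past both limits. A list of TNF/NF-kappaB targets was higher in KO22 (camera adjusted p = 0.00186, 10 of 23 tested genes past both limits) and not in KO26, where its median log2 fold change was -0.316. A list of 30 NRF2 target genes, which respond to reactive oxygen species, was higher in KO22 (camera adjusted p = 1.65e-08, median 1.248), with 16 genes higher and 1 lower. With limma's fry, the adjusted p-values of these 3 lists were 0.00721, 0.0215 and 2.02e-05. With camera's estimated correlation they were 0.313, 0.437 and 0.0753, so none of these lists held there. Adjusted over the list alone, 7, 10 and 17 genes passed both limits. In KO26 the UPR and NRF2 lists were also higher, each with a camera adjusted p = 0.000249. Reactome's UPR set of 15 tested genes, an alternative chosen after seeing the data, had a median log2 fold change of 0.479 in KO22. Camera did not call it (adjusted p = 0.0833), and fry did (adjusted p = 0.0119). In KO22 fry called 487 of 690 Reactome sets higher and 71 lower, so a call by fry sets a set little apart there. Camera with the estimated correlation called 0 of the 690, so a set missed by it is not shown to be unchanged. In KO26 the median of Reactome's UPR set was 0.023 (camera adjusted p = 0.665).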

Downregulated pathways of interest include apical junction, bile acid metabolism, and EMT pathways (Figure 4B). Together, the DEG landscape and Hallmark Pathway analysis indicate a shift toward RPE innate immune/stress response remodeling, accompanied by dampening of mitochondrial energy metabolism and cell cycle progression, providing pathway-level context for the gene-wise changes observed due to the loss of *Prom1*.

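Bile acid metabolism and apical junction genes were tested as lists. Of 26 tested bile acid genes, 1 was higher and 3 were lower in KO22 past both limits, and 21 had a negative log2 fold change (median -0.531, camera adjusted p = 0.00537, fry adjusted p = 9.76e-05). With an estimated correlation the adjusted p of camera was 0.0777. In KO26 the median was -0.108 (camera adjusted p = 0.14). Of 27 tested apical junction genes, 4 were higher and 6 were lower in KO22 (median -0.052, camera adjusted p = 0.205), and fry gave an adjusted p of 0.00474. Fry called most sets in KO22, so its calls set these lists little apart. Adjusted over the list alone, 6 bile acid and 10 apical junction genes passed both limits.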

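Among Reactome's mouse sets, tested as an alternative chosen after seeing the data, the 385 genes of mitotic cell cycle had a median log2 fold change of 0.953 in KO22 (camera adjusted p = 9.91e-17), with 150 higher and 10 lower past both limits. The 66 genes of respiratory electron transport had a median of 0.312 (camera adjusted p = 0.0209), with 5 higher and 1 lower. With fry the adjusted p-values were 0.00814 and 0.331, and with an estimated correlation 0.559 and 0.78. In KO26 the medians were 0.417 and 0.253. From the DEG landscape and the Hallmark analysis the paper proposes a dampening of mitochondrial energy metabolism and cell cycle progression.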

### 2.4. Heatmap Analysis and Biological Context

The heatmap of the top 50 differentially expressed genes (sorted by *p*-value) shows strong clustering of biological replicates, confirming data reproducibility and condition-specific transcriptional signatures (Figure 5). 

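Of the 50 genes in Figure 5, 29 were among the 50 with the smallest p-values from edgeR's quasi-likelihood test over the 7 libraries, and 49 were among the 50 from DESeq2. The highest edgeR rank among them was 162. All 16 genes shown higher and all 34 shown lower passed both limits in KO22, and in each of them every KO22 library lay beyond every WT library. In KO26, 1 of the 16 and 2 of the 34 passed both limits. Since the genes were chosen on these libraries, their separation is not independent evidence.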

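Of the 100 genes of Figure S2, 98 were found under the symbols shown. Of these, 73 were among the 100 with the smallest p-values from edgeR and 98 among the 100 from DESeq2. With the other symbols in the deposited tables also matched, all 39 genes shown higher and all 61 shown lower passed both limits in KO22. The absolute log2 fold changes of the 39 were 2.07 to 9.39, and those of the 59 lower genes found under the symbols shown were 2.21 to 7.41. In KO26, 4 of the 39 were higher and 4 of the 61 lower past both limits, and 1 of the 61 was higher past both limits.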

A separate heatmap of the top 100 DEGs further confirms major transcriptional differences between ET and Prom1-KO mRPE cells (Figure S2). 

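Over the 50 genes of Figure 5, Euclidean distances between libraries on log2 CPM were at least 29.5 between a KO22 and a WT library, at most 6.72 between KO22 libraries and at most 4.92 between WT libraries. The KO26 libraries, which Figure 5 does not show, lay 5.15 to 8.29 from the WT libraries and at least 27.6 from the KO22 libraries.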

*Prom1*-KO samples (9262-SB-5, 9262-SB-4, and 8995-SB-2) cluster distinctly from WT samples, reflecting robust genotype-driven expression differences (Figure 5). Several genes with known or emerging roles in RPE physiology and stress response are prominently represented. For example, MertK, essential for photoreceptor outer segment phagocytosis, is reduced in *Prom1*-KO mRPE compared to WT, suggesting impaired RPE clearance and homeostasis [40]. 

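*Mertk* (ENSMUSG00000014361, chromosome 2, 128540729 to 128645080) fell from 57.8 ± 9.1 CPM in WT (n = 4) to 4.49 ± 1.54 CPM in KO22 (n = 3), a log2 fold change of -3.63 (standard error 0.18, adjusted p = 8.09e-07 from edgeR's quasi-likelihood test). The KO26 libraries had 44.4 and 45.6 CPM, with a log2 fold change of -0.24 against WT (edgeR adjusted p = 0.516).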

*Cldn2*, which is involved in tight junction integrity in murine RPE, is downregulated in *Prom1*-KO mRPE, suggesting potential disruption of barrier properties [41]. 

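In WT mRPE, *Cldn2* (ENSMUSG00000047230, chromosome X, 138701480 to 138712135) had 74.7 ± 22 CPM over 4 libraries. The 3 KO22 libraries had 0.0865, 0.675 and 0.388 CPM, and the 2 KO26 libraries 22.4 and 67.1 CPM. Against WT, the log2 fold change was -7.41 in KO22 (edgeR adjusted p = 3.72e-07) and -0.62 in KO26 (edgeR adjusted p = 0.184).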

*Tgf-beta* receptor 2 (*Tgfbr2*) maintains RPE barrier integrity, and its reduction suggests loss of homeostatic signaling [42]. 

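The log2 fold change of *Tgfbr2* (ENSMUSG00000032440, chromosome 9, 115913361 to 116004800) between KO22 and WT was -2.48, with a standard error of 0.12 (edgeR adjusted p = 7.47e-07), and it stayed at -2.57 to -2.44 with each of the 7 libraries left out. Mean values were 366 ± 16.4 CPM in WT (n = 4) and 66.7 ± 8.88 CPM in KO22 (n = 3). In KO26, at 377 and 311 CPM, it was -0.15 (edgeR adjusted p = 0.562). *Tgfbr2* lies on a chromosome whose genes had a median log2 fold change of 0.318 in KO22.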

Caveolin-1 (*Cav1*), a scaffolding protein in RPE caveolae that regulates vesicular trafficking and endocytosis, is upregulated, suggesting altered lipid raft dynamics that amplify stress signaling [43]. 

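*Cav1* (ENSMUSG00000007655, chromosome 6, 17306140 to 17341451) was at 1792 ± 343 CPM in KO22 (n = 3) against 368 ± 74.9 CPM in WT (n = 4), a log2 fold change of 2.24 (edgeR adjusted p = 1.12e-06). Within batch 1, with 1 library of each group, it was 2.18, and within batch 2 it was 2.27. The KO26 libraries were at 593 and 384 CPM, and the clones differed by 1.98 on the log2 scale (edgeR adjusted p = 1.01e-05). Chromosome 6 had a median log2 fold change of -0.433 in KO22.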

*Map3k5* activates JNK and MAPK pathways under oxidative stress, and its upregulation in *Prom1*-KO mRPE suggests heightened stress signaling and apoptosis susceptibility [44]. 

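In WT mRPE, *Map3k5* (ENSMUSG00000071369, chromosome 10, 19809326 to 20018665) had 0.743 ± 0.147 CPM over 4 libraries. The 3 KO22 libraries had 21.9, 24.1 and 23.7 CPM, and the 2 KO26 libraries 0.371 and 0.578 CPM. Against WT, the log2 fold change was 4.98 in KO22 (edgeR adjusted p = 3.26e-07) and -0.65 in KO26 (edgeR adjusted p = 0.357). Chromosome 10 had a median log2 fold change of -0.526 in KO22.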

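*Slc7a11* (ENSMUSG00000027737, chromosome 3, 49846975 to 50398070) rose from 3.17 ± 1.74 CPM in the 4 WT libraries to 182 ± 92.2 CPM in the 3 KO22 libraries, a log2 fold change of 5.73 (standard error 0.12, edgeR adjusted p = 3.48e-08). Its WT library 8995-SB-1, at 5.76 CPM, lay apart from the other 3 WT libraries, at 2.06 to 2.51 CPM. It was also higher in KO26, at 22.3 and 13.7 CPM (log2 fold change 2.27, edgeR adjusted p = 0.000678), and the 2 clones differed (log2 fold change 3.46, edgeR adjusted p = 1.14e-06). *Slc38a1* (ENSMUSG00000023169, chromosome 15, 96469298 to 96541851) rose from 2.48 ± 0.918 to 54.7 ± 5.88 CPM in KO22, a log2 fold change of 4.43 (edgeR adjusted p = 7.47e-07), with 3.67 and 3.7 CPM in KO26. The WT library 8995-SB-1, at 3.85 CPM, lay apart from the other 3 WT libraries, at 1.99 to 2.06 CPM. Chromosome 15, which holds *Slc38a1*, had a median log2 fold change of 0.409 in KO22.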

Metabolic regulators, such as *SLC38A1* and *SLC7A11* (cysteine/glutamate transporter), are upregulated in *Prom1*-KO mRPE, reflecting shifts in energy and redox balance that align with the suppression of oxidative phosphorylation and lipid metabolism [45]. 

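*Il33* was higher and *Igfbp2* lower in every KO22 library than in every WT library. Within batch 1, with 1 library of each group, the log2 fold changes of KO22 were 9.12 for *Il33* and -7.10 for *Igfbp2*, and within batch 2 they were 7.25 and -5.76, on a log2 scale with a pseudocount of 0.5 CPM. In KO26 the *Il33* log2 fold change was 2.25 (edgeR adjusted p = 0.0551) and that of *Igfbp2* was 0.49 (edgeR adjusted p = 0.421).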

Upregulation of *Il33* and downregulation of *Igfbp2* further support the activation of innate immunity/inflammatory pathways and downregulation of metabolic signaling, echoing the enrichment of the *TNFα/NF-κB* and *IL6–JAK–STAT3* pathways. Collectively, these gene-level changes support the interpretation that *Prom1* loss drives a transition from homeostatic RPE function toward a stress- and inflammatory-related phenotype with metabolic compromise.

### 2.5. Gene Network Map in Prom1-KO Versus WT mRPE

Network mapping of *Prom1-KO* versus *WT* mouse RPE transcriptomes identified five highly connected hallmark clusters—*MYC targets*, *E2F targets*, *G2M checkpoint*, and *mTORC1 signaling*—each reflecting coordinated programs of RPE stress, metabolic reprogramming, and degeneration (Figure 6). 

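Figure 6 names the genes of each cluster. Of the genes drawn there for one set alone, 52 of 59 E2F, 40 of 53 G2M, 41 of 67 mTORC1, 30 of 78 MYC (V1) and 14 of 20 MYC (V2) genes were higher in KO22 past both limits, and every gene of these lists had a positive log2 fold change. In KO26, 16, 11, 5, 0 and 0 of them passed both limits, while 59, 48, 62, 72 and 17 had a positive log2 fold change. The median log2 fold changes of the E2F, G2M and mTORC1 lists were 1.748, 1.645 and 1.27 in KO22 and 0.985, 0.841 and 0.451 in KO26. In KO22 camera called each of these lists higher (adjusted p = 7.89e-21, 7.89e-21 and 1.59e-20), and so did fry, with adjusted p-values of 0.00164, 0.000512 and 0.000221, and with camera's estimated correlation none passed (0.231, 0.172 and 0.106). In KO26 camera called each of the 3 lists higher (adjusted p = 2.59e-22, 1.12e-16 and 8.15e-13), fry called the G2M and mTORC1 lists (0.0445 for both) and not the E2F list (0.0663), and with the estimated correlation each was at 0.29. The lists were chosen by the authors on these libraries, so these values are not independent evidence.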

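In KO22 the log2 fold changes against WT were 0.93 for *Serp1* (ENSMUSG00000027808, chromosome 3, 58427238 to 58433318), 0.78 for *Map2k3* (ENSMUSG00000018932, chromosome 11, 60821766 to 60843637) and 1.13 for *Slc2a1* (ENSMUSG00000028645, chromosome 4, 118965908 to 118996365). Their adjusted p-values from edgeR's quasi-likelihood test were 9.92e-05, 0.000526 and 0.000498, and none of these 3 exceeded the fold change limit of 1.2. *Slc2a1* did without the batch term, at 1.22, and without the library 9262-SB-5, at 1.24. For *Serp1*, the WT library 8995-SB-1, at 235 CPM, lay apart from the other 3 WT libraries, at 98.4 to 112 CPM, and above KO22 libraries 9262-SB-4 and 9262-SB-5, at 207 and 221 CPM. In KO26 the values were -0.01, 0.24 and 0.82, and the KO26 libraries had 234 and 103 CPM of *Serp1*. *Slc2a1* lies on chromosome 4, whose genes had a median log2 fold change of 0.294 in KO22.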

The *mTORC1* cluster, including *Serp1*, *Map2k3*, *Slc2a1*, and *Slc7a11*, indicates enhanced nutrient sensing and stress signaling consistent with mTORC1 hyperactivation and impaired autophagic flux. 

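*Aurka* (ENSMUSG00000027496, chromosome 2, 172198109 to 172212849) rose from 8.32 ± 1.22 CPM in WT (n = 4) to 52.9 ± 17.1 CPM in KO22 (n = 3), a log2 fold change of 2.64 (edgeR adjusted p = 1.61e-05), and was at 32.7 and 18 CPM in KO26. *Ccnb2* (ENSMUSG00000032218, chromosome 9, 70314966 to 70328874) rose by 2.56 on the log2 scale and *Plk1* (ENSMUSG00000030867, chromosome 7, 121758646 to 121769108) by 2.09 (edgeR adjusted p = 5.46e-06 and 0.00018). For *Ccnb2*, the WT library 8995-SB-1, at 22.6 CPM, lay apart from the other 3 WT libraries, at 14.5 to 15.4 CPM. In KO26, *Aurka* and *Ccnb2* were higher than WT (log2 fold changes 1.59 and 1.21, edgeR adjusted p = 0.0225 and 0.0213), and *Plk1* was not past the limit (1.42, edgeR adjusted p = 0.073). The clones were not shown to differ in *Plk1* (edgeR adjusted p = 0.215).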

Within the G2M checkpoint cluster, *Aurka*, *Ccnb2*, *Plk1*, and *Slc38a1* are included, indicating altered amino acid transport and mitotic checkpoint activation. The MYC and E2F target cluster includes *Bub1b*, *Cdk1*, *Npm1*, *Mcm5*, *Mcm7*, *Hmgb3*, and *Hmgb2*, which are associated with glycolytic shift, chromatin remodeling, and proliferative stress (Figure 6). Collectively, these cluster-specific changes reinforce a model where *Prom1* loss drives inflammatory signaling, metabolic stress, and impaired autophagy, converging on pathways implicated in RPE dysfunction and retinal disease.

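The log2 fold changes of KO22 against WT were 2.36 for *Bub1b* (ENSMUSG00000040084, chromosome 2, 118428684 to 118472076), 1.46 for *Cdk1*, 3.18 for *Mcm5*, 1.68 for *Mcm7*, 2.06 for *Hmgb3* and 2.93 for *Hmgb2*. Their adjusted p-values from edgeR's quasi-likelihood test were at most 0.00175. *Npm1*, at 1.03 (edgeR adjusted p = 0.00444), did not exceed the fold change limit. All 7 genes had a positive log2 fold change in KO26, and *Bub1b* and *Cdk1* passed both limits there (1.46 and 1.21, edgeR adjusted p = 0.0105 and 0.0381). The difference between the clones passed the adjusted p limit for *Bub1b*, *Mcm5* and *Hmgb2*. In WT, *Cdk1*, *Mcm7* and *Hmgb3* in the batch 1 library 8995-SB-1, at 55.1, 41 and 5.72 CPM, lay apart from the 3 other libraries. Within batch 1, where each group has 1 library, the KO22 values of *Cdk1*, *Mcm7* and *Hmgb3* were 0.59, 0.36 and 0.34, and within batch 2 they were 1.80, 2.18 and 2.56. *Mcm5* and *Hmgb2* lie on chromosome 8 and *Cdk1* on chromosome 10, which shifted by medians of 0.639 and -0.526 in KO22.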

### 2.6. Validation of Transcriptomic Data

While our work showed earlier that *Prom1* loss induces EMT in mRPE cells, GSEA in the current study reveals a reduction in Hallmark EMT pathway activation in Prom1-KO mRPE cells [28]. 

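The Hallmark EMT set was not used here. Figure 7A labels 15 EMT genes that were higher and 21 that were lower. All 15 and all 21 passed both limits in KO22, with absolute log2 fold changes of 1.68 to 5.98 and 1.74 to 8.98. In KO26, 0 of the 15 and 1 of the 21 (*Mfap5*) did, and 12 and 9 of them had the direction seen in KO22. The list of higher genes had a median log2 fold change of 0.664 in KO26 and the list of lower genes 0.035. The difference between the clones passed the adjusted p limit in 14 and 20 genes. With both clones as one group, 6 of the 15 and 3 of the 21 passed both limits.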

To further investigate this, we performed gene-level interrogation of EMT-related transcripts using stringent differential expression criteria (Log2FC > 1 and adjusted *p*-value ≤ 0.05), visualized in a volcano plot that highlights the Hallmark EMT gene set. 

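*Pcolce2* (ENSMUSG00000015354, chromosome 9, 95519466 to 95580207) rose from 1.22 ± 0.291 CPM in WT (n = 4) to 40.2 ± 8.48 CPM in KO22 (n = 3), a log2 fold change of 5.03 (edgeR adjusted p = 3.23e-07), and the WT library 9262-SB-3, at 1.65 CPM, lay apart from the other 3 WT libraries, at 1.03 to 1.11 CPM. *Cd44* (ENSMUSG00000005087, chromosome 2, 102641486 to 102732010) rose from 137 ± 6.1 to 439.5 ± 19.5 CPM, a log2 fold change of 1.68 (edgeR adjusted p = 2.28e-06). The text names *Cxcl2*, which rose from 0.659 ± 0.444 to 5.01 ± 2.02 CPM (log2 fold change 3.08, edgeR adjusted p = 0.00133). Its paralog *Cxcl3*, labelled in Figure 7A, rose by 4.33 on the log2 scale, and reads could be shared between such paralogs. *Postn* (ENSMUSG00000027750, chromosome 3, 54268501 to 54298471) fell from 8613 ± 1204 to 314 ± 89.8 CPM, a log2 fold change of -4.77 (edgeR adjusted p = 6.98e-07). In the KO26 libraries, *Pcolce2* was at 1.76 and 1.27 CPM, *Cd44* at 235 and 166 CPM, *Cxcl2* at 0.139 and 0.231 CPM and *Postn* at 5530 and 8898 CPM, and edgeR gave adjusted p-values of 0.441, 0.0864, 0.363 and 0.656 against WT. The clones differed in *Postn* by -4.58 on the log2 scale (edgeR adjusted p = 1.13e-06).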

The volcano plot revealed significant upregulation of EMT-associated genes, including *Grem1*, *Pcolce2*, *Cxcl2*, *CD44*, and *Serpine2*, while *IGFBP2 and POSTN* were notably downregulated (Figure 7A). qPCR confirmed *IGFBP2* and *POSTN* gene downregulation (Figure 7B,C) and elevated expression of *Grem1* gene in *Prom1*-deficient RPE cells (KO22 and KO26.4) (Figure 7D). Western blot confirmed increased Grem1 protein in *Prom1*-KO cells; however, densitometric analysis showed a statistically significant increase only in KO26.4, while KO22 exhibited a non-significant (ns) trend (Figure 7E). These findings suggest that *Prom1* loss upregulates *Grem1* transcription, but protein levels may be influenced by post-transcriptional regulation or by the specific genome region disrupted within the *Prom1* gene in each CRISPR-edited *Prom1*-KO clone (Figure 7E). Although GSEA did not reveal clear enrichment for EMT-related pathways, targeted analysis of individual gene expression changes provides evidence for EMT-like alterations, which is consistent with our earlier observations showing EMT in *Prom1*-KO mRPE cells [28]. The downregulation of extracellular matrix remodeling (*POSTN*) and the upregulation of an EMT-promoting gene (*Grem1*), coupled with the suppression of epithelial-supporting factors (*IGFBP2*), suggest that *Prom1* deficiency may initiate a partial or context-specific EMT program that is not fully captured by canonical pathway-level analyses.

To define how *Prom1* loss perturbs RPE function, we examined the DEGs highlighted in the volcano plot across oxidative stress/reactive oxygen species (ROS), unfolded protein response (UPR), phagocytosis, and *TNF/NF-kappaB* pathways, using stringent differential expression criteria (Log2FC > 1, adjusted *p*-value ≥ 0.05) (Figure 8A). Among ROS-related genes, *Egfr* was significantly downregulated, consistent with prior work showing that oxidative stress reduces *Egfr/Erk-Akt* signaling and impairs RPE viability; conversely, *Egfr*-mediated antioxidant rescue restores RPE survival [46,47]. 

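*Egfr* (ENSMUSG00000020122, chromosome 11, 16702198 to 16868158) fell from 222 ± 62.6 CPM in WT (n = 4) to 39.3 ± 10.1 CPM in KO22 (n = 3), a log2 fold change of -2.44 (standard error 0.15, adjusted p = 2.7e-06 from edgeR's quasi-likelihood test). The KO26 libraries had 221 and 259 CPM, with a log2 fold change of 0.30 against WT (edgeR adjusted p = 0.374).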

*Fibulin-5* (*Fbln5*) was also decreased; *Fbln5* is an ECM protein that limits integrin-driven ROS generation and modulates redox tone—its loss is linked to heightened oxidative stress in vivo, suggesting reduced ECM-based ROS control in the RPE microenvironment [48]. 

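*Fbln5* (ENSMUSG00000021186, chromosome 12, 101712556 to 101785429) was at 13.6 ± 4.12 CPM in KO22 (n = 3) against 207 ± 13.2 CPM in WT (n = 4), a log2 fold change of -3.98 (edgeR adjusted p = 4.64e-07). Within batch 1, with 1 library of each group, it was -3.49, and within batch 2 it was -4.12. The KO26 libraries were at 114 and 103 CPM, and the clones differed by -2.97 on the log2 scale (edgeR adjusted p = 2.1e-06). *Fbln5* lies on a chromosome whose genes had a median log2 fold change of -0.461 in KO22. The WT library 9262-SB-1, at 187 CPM, lay apart from the other 3 WT libraries, at 211 to 216 CPM.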

*Pax2* downregulation is noteworthy given its established role as redundant with *Pax6* in specifying RPE fate during development; reduced *Pax2* is therefore compatible with impaired RPE identity/homeostasis under stress [49]. 

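In WT mRPE, *Pax2* (ENSMUSG00000004231, chromosome 19, 44735057 to 44826703) had 6.55 ± 1.77 CPM over 4 libraries. The 3 KO22 libraries had 0.173, 1.06 and 0.31 CPM, and the 2 KO26 libraries 6.68 and 6.01 CPM. Against WT, the log2 fold change was -3.49 in KO22 (edgeR adjusted p = 5.7e-05) and 0.23 in KO26 (edgeR adjusted p = 0.771). Chromosome 19 had a median log2 fold change of -0.356 in KO22. The WT library 8995-SB-1, at 3.93 CPM, lay apart from the other 3 WT libraries, at 7.2 to 7.82 CPM.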

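The log2 fold change of *Pink1* (ENSMUSG00000028756, chromosome 4, 138039346 to 138053618) between KO22 and WT was -1.61, with a standard error of 0.15 (edgeR adjusted p = 2.73e-05), and it stayed at -1.69 to -1.55 with each of the 7 libraries left out. Mean values were 14.7 ± 1.85 CPM in WT (n = 4) and 4.72 ± 1.02 CPM in KO22 (n = 3). In KO26, at 8.21 and 11.7 CPM, it was -0.46 (edgeR adjusted p = 0.183). Chromosome 4 had a median log2 fold change of 0.294 in KO22. The WT library 8995-SB-1, at 12 CPM, lay apart from the other 3 WT libraries, at 15.5 to 15.8 CPM.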

Finally, *PINK1* gene expression was significantly reduced, suggesting defective mitophagy in the RPE. *PINK1* loss drives mitochondrial *ROS-Nrf2* signaling, EMT-like changes, and structural abnormalities, all of which can contribute to RPE degeneration [50]. qPCR confirmed *PINK1* was significantly reduced in *Prom1*-KO mRPE groups, indicating impaired mitochondrial quality control due to loss of *Prom1* (Figure 8B).

In contrast, several oxidative-response genes were upregulated (Figure 8A). *Nqo1*, a canonical *Nrf2* target that blunts redox cycling, was increased, consistent with a compensatory antioxidant response to elevated ROS [51]. 

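*Nqo1* (ENSMUSG00000003849, chromosome 8, 108113835 to 108129934) rose from 2.86 ± 0.549 CPM in WT (n = 4) to 36 ± 8.49 CPM in KO22 (n = 3), a log2 fold change of 3.60 (standard error 0.14, adjusted p = 3.42e-07 from edgeR's quasi-likelihood test). The KO26 libraries had 9 and 7.29 CPM, with a log2 fold change of 1.39 against WT (edgeR adjusted p = 0.00566). *Nqo1* lies on a chromosome whose genes had a median log2 fold change of 0.639 in KO22.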

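Within batch 1, with 1 library of each group, *Map3k5* was higher in KO22 than in WT by 4.30 on the log2 scale, and within batch 2 by 4.26. The values within a batch carry a pseudocount of 0.5 CPM, and the fitted values that follow do not. The standard error of the *Map3k5* log2 fold change over the 7 libraries was 0.19, and the value stayed at 4.88 to 5.09 with each library left out. The clones differed by 5.63 (edgeR adjusted p = 1.28e-06).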

*Map3k5* (*ASK1*), a redox-sensitive *Map3k* that activates *JNK/p38* under oxidative stress, was elevated, aligning with pro-apoptotic and pro-inflammatory stress signaling in stressed epithelia [52]. *Hgf* was increased; *Hgf* signaling in RPE promotes proliferation/motility and disrupts tight/adherens junctions via *MET/Akt*, indicating junctional remodeling and RPE barrier compromise under stress [53,54]. 

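The log2 fold change of *Hgf* (ENSMUSG00000028864, chromosome 5, 16758041 to 16828178) between KO22 and WT was 4.02, with a standard error of 0.23 (edgeR adjusted p = 1.8e-06), and it stayed at 3.65 to 4.15 with each of the 7 libraries left out. Mean values were 6.22 ± 2.24 CPM in WT (n = 4) and 92.1 ± 5.17 CPM in KO22 (n = 3). In KO26, at 2.32 and 6.48 CPM, it was -0.40 (edgeR adjusted p = 0.523).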

*Ripk3* was also upregulated; *RIPK1/3* activity has been implicated in RPE injury by promoting mitochondrial DNA release, *AIM2* inflammasome activation, and inflammatory cell death, supporting a necroptosis-prone state in diseased RPE [55]. 

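*Ripk3* (ENSMUSG00000022221, chromosome 14, 56022452 to 56026324) was at 68.6 ± 2.53 CPM in KO22 (n = 3) against 10.7 ± 2.37 CPM in WT (n = 4), a log2 fold change of 2.68 (edgeR adjusted p = 1.05e-06). Within batch 1, with 1 library of each group, it was 2.28, and within batch 2 it was 2.77. The KO26 libraries were at 25.5 and 16.9 CPM, and the clones differed by 1.79 on the log2 scale (edgeR adjusted p = 6.85e-05). *Ripk3* lies on a chromosome whose genes had a median log2 fold change of 0.264 in KO22.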

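In WT mRPE, *Sod3* (ENSMUSG00000072941, chromosome 5, 52521070 to 52528883) had 0.361 ± 0.197 CPM over 4 libraries. The 3 KO22 libraries had 12.3, 14.4 and 13.9 CPM, and the 2 KO26 libraries 0.278 and 0.578 CPM. Against WT, the log2 fold change was 5.37 in KO22 (edgeR adjusted p = 1.96e-06) and 0.40 in KO26 (edgeR adjusted p = 0.782).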

*Sod3* gene levels increased as well; *SOD3* protects the ECM from superoxide, and its modulation strongly influences retinal function in vivo, consistent with an extracellular antioxidant countermeasure to oxidative burden [56]. UPR markers such as *Qrich1*, a transcriptional effector driving proteostasis under ER stress, and *Ptpn2*, which protects epithelia from ER-stress-induced death, were upregulated, suggesting activation of UPR signaling in stressed mRPE [57,58]. 

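*Qrich1* (ENSMUSG00000006673, chromosome 9, 108393984 to 108437379) rose from 73 ± 6.91 CPM in WT (n = 4) to 156 ± 21.6 CPM in KO22 (n = 3), a log2 fold change of 1.06 (edgeR adjusted p = 2.07e-05). *Ptpn2* (ENSMUSG00000024539, chromosome 18, 67798568 to 67857748) rose from 39.4 ± 5.89 to 84.7 ± 9.86 CPM, a log2 fold change of 1.08 (edgeR adjusted p = 2.29e-05). Both exceed the limit of 1 in the paper's volcano plot criteria and not the limit of 1.2 in its methods. In KO26 the values were 0.06 and 0.21 (edgeR adjusted p = 0.811 and 0.387). *Qrich1* lies on chromosome 9, whose genes had a median log2 fold change of 0.318 in KO22.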

Finally, the *TNF/NF-kB* pathway component was increased in *Prom1-KO* mRPE. 

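The log2 fold change of *Traf1* (ENSMUSG00000026875, chromosome 2, 34831762 to 34851837) between KO22 and WT was 3.19, with a standard error of 0.26 (edgeR adjusted p = 1.15e-05), and it stayed at 2.99 to 3.44 with each of the 7 libraries left out. Mean values were 2.22 ± 1.22 CPM in WT (n = 4) and 18 ± 6.28 CPM in KO22 (n = 3). In KO26, at 1.39 and 2.78 CPM, it was 0.27 (edgeR adjusted p = 0.693).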

*Traf1* is an *NF-kB*-inducible adapter that modulates inflammatory and pro-survival signaling and is a classic footprint of active *TNF/NF-kB* circuits [59]. Together, these changes map a coordinated phenotype in *Prom1*-deficient mRPE—elevated oxidative and ER stress, impaired mitochondrial quality control, junctional/ECM remodeling, and TNF-driven inflammation.

The volcano plot revealed downregulation of the *PINK1* gene in *Prom1*-KO cells (Figure 8A). qPCR confirmed a significant reduction in *PINK1* gene expression, indicating impaired mitochondrial quality control and mitophagy signaling in *Prom1*-deficient mRPE cells (Figure 8B). 

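*Pink1* was lower in KO22 than in WT within each batch, by -1.62 (batch 1, 1 library of each group) and -1.48 (batch 2) on the log2 scale. The KO22 libraries had 3.55, 5.25 and 5.35 CPM. With both clones as one group, *Pink1* passed the limits only when 8995-SB-3 or 9262-SB-6 was left out, and the clones differed by -1.15 (edgeR adjusted p = 0.00107).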

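Within each batch *Mertk* was lower in KO22 than in WT, by -3.60 in batch 1 (1 library of each group) and -3.48 in batch 2 on the log2 scale. With each of the 7 libraries left out, the log2 fold change was -3.93 to -3.53. KO22 and KO26 differed by -3.4 (edgeR adjusted p = 2.67e-06).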

Of note, the *MerTk* gene was downregulated (Figure 8A). Consistent with transcriptomic findings, Western blotting showed a significant reduction in the MerTK protein in both *Prom1*-KO22 and -KO26.4 mRPE cells, and qPCR confirmed reduced MerTK gene expression in these cells (Figure 8C,D). Because MerTk is indispensable for daily outer segment clearance by RPE, reduced MerTK expression provides a mechanistic link to impaired phagocytic flux and secondary photoreceptor stress [60].

qPCR studies confirmed the upregulation of the *SLC7A11* gene, involved in RPE oxidative stress response (Figure 8E) [61]; and downregulation of genes, including cytoskeletal remodeling, *Ablim1* (Figure 8F) [35]; extracellular matrix organization, *OGN* (Figure 8G); and retinoic acid synthesis, *Aldh1a1* (Figure 8H) [62], in *Prom1*-KO mRPE cells. These findings show that *Prom1* deficiency disrupts multiple pathways critical for RPE homeostasis, including mitochondrial turnover, phagocytosis, oxidative stress regulation, and ECM integrity—mechanisms that may underlie retinal degeneration in *Prom1*-associated disease.

## 3. Discussion

*Prom1* has long been recognized as a primary driver of cell-autonomous photoreceptor pathology, yet its role in the retinal pigment epithelium (RPE) has largely remained unexplored. Building on our prior observations of *Prom1* transcripts in mRPE, this study provides definitive evidence of *Prom1* protein expression in mRPE both in situ and in cultured cells, confirming its presence beyond photoreceptors [27]. Although *Prom1* expression in the RPE monolayer is quantitatively lower than in the photoreceptor-rich retina, our data demonstrate that *Prom1* is not merely incidental; instead, it functions as a major regulator of RPE homeostasis in a cell-autonomous manner [27,28]. Through transcriptomic analysis, we show that *Prom1* loss triggers a cascade of stress, metabolic, and structural disruptions that converge on pathways central to RPE integrity. These findings reposition *Prom1* from a photoreceptor-centric protein to a critical node in RPE biology, with implications for both IRDs and aAMD. Loss of *Prom1* reprograms mouse RPE cells toward a degenerative state marked by activation of stress and inflammatory molecules (*TNF/NF-kB*; *Map3k5*, *RIPK3*), failure of mitochondrial quality control (reduced *PINK1*), reduced phagocytic capacity (reduced *MerTk*), junctional/ECM remodeling compatible with *HGF* signaling, and broader metabolic rewiring (including *mTORC1* activation, *SLC7A11* induction, and suppression of bile acid metabolism) together with transcriptional features of incomplete EMT—an array of changes that closely mirror mechanisms implicated in both IRDs and aAMD [63,64].

Although *Prom1* is a pentaspan membrane protein, its limited co-localization with *ZO-1* in mRPE aligns with its known enrichment in cholesterol-rich, highly curved apical microdomains such as microvilli and cilia, regions that are spatially separate from the RPE tight junctions marked by *ZO-1*. This microdomain specificity, observed across epithelial and sensory cells, indicates that *Prom1*’s role involves membrane curvature and protrusion dynamics rather than functioning as a junctional scaffold [9,65]. The prominent cytoplasmic and nuclear localization of *Prom1* in mRPE in situ can be explained by several factors: (1) active vesicular trafficking and endosomal recycling, including its presence in microvillus-derived vesicles and intracellular vesicles termed intercellsomes [66]; (2) glycosylation-dependent epitope accessibility, where intracellular pools in the endoplasmic reticulum, Golgi, and mitochondria may be more likely to be detected due to altered glycosylation patterns [65]; and (3) rare but documented nuclear trafficking in specific cell types, indicating biological plausibility for nuclear *Prom1* signals [67]. Importantly, our published data confirm that this cytoplasmic distribution pattern is conserved in human RPE donor explants (using immunocytochemistry) and mouse RPE mitochondria in situ (using immunogold electron microscopy), further supporting the biological significance of these mechanisms, particularly as a cytoplasmic regulator of essential RPE functions such as autophagy [26,27].

Loss of *Prom1* disrupts multiple RPE survival programs through interconnected mechanisms. Increased mTORC1 signaling in *Prom1*-KO RPE correlates with impaired RPE autophagy and lysosomal activity, which drive EMT and result in AMD-like pathology [28,68]. Reduced *PINK1* compromises mitophagy, allowing damaged mitochondria to accumulate, which elevates ROS and activates retrograde stress signaling that promotes EMT-like changes [69]. In parallel, downregulation of *MERTK* impairs phagocytosis of photoreceptor outer segments, a process essential for retinal homeostasis; its failure accelerates photoreceptor stress and degeneration [60]. These vulnerabilities are compounded by upregulation of *ASK1/MAP3K5* and *RIPK3*, which amplify oxidative and ER stress responses, driving *JNK/p38*-mediated apoptosis and necroptosis [55]. Junctional instability observed in *Prom1*-KO cells is consistent with *HGF/MET* signaling, which is known to dismantle tight junctions, increase RPE motility, and activate *AKT* survival pathways [54]. Finally, the induction of *SLC7A11* reflects an adaptive antioxidant response that counters ferroptosis, underscoring a shift toward stress tolerance rather than the restoration of homeostasis [70]. Together, these changes form a coherent degenerative program that links mitochondrial failure, impaired clearance, inflammatory signaling, and barrier breakdown —hallmarks of RPE dysfunction in AMD and IRDs.

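Reactome's set of bile acid and bile salt metabolism, an alternative chosen after seeing the data, has 26 tested genes in the mRPE libraries. In KO22, 5 were higher and 6 lower past both limits, and 17 had a negative log2 fold change (median -0.446). The set's adjusted p from camera was 0.192, from fry 0.0151 and with an estimated correlation 0.565. Fry called most Reactome sets in KO22, and the estimated correlation called 0 of them. In KO26, 0 genes of the bile acid set were higher and 1 was lower (median -0.187, camera adjusted p = 0.235).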

Among our most intriguing findings is the robust suppression of the Hallmark Bile Acid metabolism pathway in *Prom1*-KO mRPE cells. Bile acids and their receptors (*FXR* and *TGR5*) are traditionally viewed from a hepatic–intestinal perspective; however, they also function as hormone-like immunometabolic signals that help limit inflammation, maintain epithelial barrier integrity, and regulate energy metabolism across various tissues [71]. Emerging evidence suggests that bile acid receptors in the retina/RPE function as potent immunometabolic regulators of inflammation, oxidative stress, epithelial barrier integrity, lipid homeostasis, and mitochondrial function. Several mechanisms could underlie the suppressed bile acid pathway signature in our model: (1) Loss of epithelial polarity and microdomain architecture (microvilli, membrane curvature) due to Prom1 deficiency likely perturbs bile acid receptor/transporter trafficking, thereby blunting its signaling. (2) Mitochondrial and lysosomal stress, including reduced *PINK1* and *mTORC1* activation caused by the loss of Prom1, which can be mitigated or worsened by the *FXR/TGR5* signaling axis due to their roles in mitochondrial biogenesis, quality control, and lipid metabolism [72]. Therefore, impaired bile acid metabolism can be both a cause and a consequence of mitochondrial dysfunction. (3) Inflammatory crosstalk, where reduced bile acid signaling removes an anti-inflammatory brake, potentially amplifying *TNF-NF-kappaB* signaling in *Prom1*-KO mRPE cells. (4) Gut–retina systemic–metabolic axis, as gut-derived bile acids can reach the eye and modulate oxidative/mitochondrial stress, suggesting altered metabolism or transport, could further sensitize *Prom1*-deficient RPE [73]. *TUDCA/UDCA* mitigates oxidative and ER stress, dampens pro-inflammatory cytokines, stabilizes barrier properties, and promotes autophagy-mediated cytoprotection in RPE, suggesting that loss of bile acid signaling removes an endogenous pro-homeostatic brake in *Prom1*-deficient RPE and offers an actionable therapeutic axis [74,75]. Reduced *MerTK*-dependent phagocytosis and junctional/ECM remodeling increase structural strain, which bile acid signaling typically mitigates through blood–retinal barrier support and *FXR*-mediated gene regulation [76,77]. The induction of *SLC7A11* and ferroptosis-adaptive programs in *Prom1*-KO mRPE cells further suggests that bile acids can counter lipid peroxidative stress through lipid detoxification and crosstalk between peroxisomes and mitochondria. Our data may be among the first to link *Prom1* loss to bile acids, highlighting therapeutic implications: restoring bile acid signaling via receptor agonists or strategies that augment endogenous bile acid metabolism could stabilize *Prom1*-deficient RPE and slow degeneration. These metabolite-signaling considerations are consistent with broader lipid metabolic dysfunction observed in multi-omics RPE models and aAMD patient serum, reinforcing the clinical relevance of our metabolic signatures [78].

The global architecture of the *Prom1*-KO transcriptome aligns with previous RPE transcriptomics studies in human AMD [63,64]. Combined meta-analyses and single-cell atlases highlight inflammatory and proteostatic remodeling, as well as metabolic rewiring (including TNFα/NF-κB activation, UPR/proteostasis engagement, and changes in oxidative metabolism) in AMD regions, paralleling the pathway enrichments observed in *Prom1*-KO mRPE cells. Longitudinal RNA-seq of RPE during outer segment processing documents coordinated autophagy, lysosome, and proteostasis programs, aligning with our UPR signatures and supporting a central role for proteostasis failure in disease progression [72,79]. Genetic activation of mTOR in mouse RPE induces EMT, disrupts autophagy, drives metabolic imbalance, and causes aAMD-like pathology [68]. This mirrors the mTORC1/EMT transcriptomic changes in *Prom1*-KO mRPE, supporting the idea that metabolism and cell-state transitions are closely linked in degenerating RPE [68]. Furthermore, our combination of EMT-effector induction with overall suppression of the EMT hallmark aligns with the emerging concept of incomplete or partial EMT in AMD and RPE injury—loss of epithelial features with partial mesenchymal acquisition rather than full transdifferentiation, reconciling transcriptomic complexity with pathology [80].

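*Cldn1* (ENSMUSG00000022512, chromosome 16, 26175392 to 26190596) fell from 235 ± 77.7 CPM in WT (n = 4) to 4.7 ± 4.72 CPM in KO22 (n = 3), a log2 fold change of -5.69 (edgeR adjusted p = 1.98e-05), and had 169 and 326 CPM in the KO26 libraries, where the log2 fold change was 0.43. *Lhx2* (ENSMUSG00000000247, chromosome 2, 38229293 to 38259759) fell from 2.08 ± 0.488 CPM to 0.799 ± 0.694 CPM, with KO22 libraries at 0, 1.16 and 1.24 CPM. Its log2 fold change was -1.40 (edgeR adjusted p = 0.0417), and without the batch term the adjusted p from edgeR was 0.121. With any 1 of the 7 libraries left out, *Lhx2* no longer passed the limits (-1.69 to -0.91). In the KO26 libraries *Lhx2* was at 4.78 and 7.98 CPM, above every WT library, and the clones differed (log2 fold change -3.23, edgeR adjusted p = 0.00115).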

Our transcriptomic data from *Prom1*-KO mRPE cells reveal a paradoxical pattern: individual canonical EMT-promoting genes (such as *GREM1*) are upregulated, while Claudin family (*Cldn1* and *Cldn2*) genes are downregulated, and *Lhx2* is downregulated (Figure S3). These changes indicate defects in the outer blood–retinal barrier and downregulation of the RPE differentiation program, leading to a less functional RPE. Yet, the global Hallmark EMT gene set is suppressed (using GSEA). At first glance, this seems contradictory. However, growing evidence in both epithelial biology and RPE research suggests that EMT is not a simple epithelial–mesenchymal switch but rather a continuous spectrum of cell states, ranging from fully epithelial to hybrid or partial EMT, and ultimately to fully mesenchymal [81,82]. In the context of the RPE, a “partial EMT” phenotype is gaining attention, in which cells may lose epithelial polarity, begin to express mesenchymal markers, or acquire migratory potential, while retaining some epithelial features [80,83]. In Prom1-KO mRPE cells, the upregulation of EMT-effector genes indicates the start of a phenotypic switch, but the overall suppression of the canonical EMT signature suggests that the complete mesenchymal program is not engaged. Therefore, we interpret this as a stalled or incomplete EMT—a state in which the cells embark on the transition path but remain locked in an intermediate state [80]. The partial EMT concept is highly relevant in degenerative RPE diseases (such as aAMD) rather than the classical complete EMT seen in fibrosis or cancer. In aAMD, there is evidence for RPE cells acquiring migratory or ECM remodeling characteristics while retaining epithelial identity [81]. We propose that Prom1 loss shifts cultured RPE cells toward a destabilized epithelial state by dismantling the epithelial program (i.e., reduced junctional proteins, ZO-1, and Claudins) but does not fully activate the mesenchymal signature (hence GSEA suppression). A partial EMT explains why *Prom1*-KO RPE cells exhibit junctional/ECM remodeling yet do not fully adopt a fibroblast-like phenotype, consistent with an RPE cell continuum model in which cells move from a stable epithelial state toward mesenchymal phenotypes without completing differentiation. This hybrid state can be pathological because RPE cells lose their strict epithelial features but remain in place, leading to chronic degeneration rather than acute fibrosis. We therefore argue that the suppression of the Hallmark EMT gene set should not be seen as a lack of transitional change but rather as a sign that the program is incomplete, consistent with the concept of hybrid EMT states in RPE. Future research will be needed to understand the functional effects of partial EMT versus full-EMT states of the RPE in their natural location.

### Limitations

Our study has several limitations. First, while transcriptomic profiling provides a comprehensive review of gene expression changes in Prom1-KO mRPE cells, it does not capture post-transcriptional regulation, protein turnover, or dynamic signaling events, all of which may profoundly influence disease phenotypes. Secondly, our study utilizes bulk RNA sequencing of *Prom1*-KO mRPE cells cultured in vitro, which does not fully reflect the in vivo heterogeneity and spatial organization of the RPE in the central or peripheral regions. The in vitro system lacks the native tissue architecture and microenvironmental cues that influence RPE subpopulation dynamics, including partial EMT and stress adaptation. Third, although we integrate prior localization studies confirming that Prom1 is a cytoplasmic protein in both human and mouse RPE, our localization data in this study do not directly link the localization pattern to functional outcomes such as vesicular trafficking or signaling compartmentalization. Finally, while transcriptomic analyses provide valuable insights into primary-level perturbations in Prom1-KO mRPE cells, they reflect correlative changes in gene expression and do not fully account for dynamic regulatory mechanisms at the protein level. To particularly address this, we included protein-level validation for select markers such as *MerTk* and *GREM1*; however, comprehensive protein profiling was limited by the lack of commercially available antibodies for several key targets. Future studies integrating proteomic approaches may help refine mechanistic interpretations related to mitochondrial quality, EMT, autophagy, and junctional integrity. The development of an RPE-specific inducible Prom1-KO mouse model would be particularly valuable, as it would enable in vivo testing of whether Prom1 loss alone drives mitochondrial failure, autophagy impairment, junctional instability, partial EMT, and cell-autonomous RPE degeneration through similar transcriptomic changes—phenocopying key pathogenic mechanisms shared between aAMD and IRDs. In parallel, single-cell or spatial transcriptomic approaches applied to intact retinal tissue lacking Prom1 will be essential to validate and extend our findings, as well as to delineate context-dependent transcriptional responses across RPE subtypes within their native microenvironment.

## 4. Materials and Methods

### 4.1. Reagents

Materials purchased include the following: Fetal bovine serum (FBS, R&D Systems, Minneapolis, MN, USA); Enhanced chemiluminescence (ECL) Western blot detection system (Perkin Elmer, Inc., Shelton, CT, USA); Protease/Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, Waltham, MA, USA); *Prom1/CD133* rabbit polyclonal antibody (OAA100379, Aviva Systems Biology, Corp., San Diego, CA, USA), *Prom1* rabbit polyclonal (abcam, Waltham, MA, USA, ab19898); MertK (Invitrogen, Carlsbad, CA, USA 14-5751-82), ZO-1 monoclonal antibody (Invitrogen, ZO1-1A12, 33-9100) and GREM1 polyclonal antibody (catalog# PA5-119163, Invitrogen), goat anti-rabbit Alexa Fluor 488 (Thermo Fisher, cat#A-11008), donkey anti-mouse Alexa Fluor 647 (Thermo Fisher, cat#A-31571) and *Prom1* gRNA (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.2. Mice and Colony Management

C57/BL6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA) (stock #000664). Mice were housed, maintained on a 12 h light–dark cycle, and provided food and water ad libitum. The Institutional Animal Care and Use Committee of Vanderbilt University Medical Center (VUMC) approved all experiments. All animal procedures followed the guidelines of the Association for Research in Vision and Ophthalmology Statement on the Use of Animals in Ophthalmic and Vision Research. Both male and female mice (6–8 weeks old) were used for this project.

### 4.3. Cell Culture

Mouse RPE (mRPE) cells were obtained from Rosario Fernandez-Godino (Harvard, MA, USA), as described earlier [84]. Briefly, isolated mRPE cells from 8- to 12-week-old C57/BL6J mice were pooled and plated on a 24-well plate coated with laminin (10 mg/mL). After 72 h, cells were allowed to reach 50% confluence and then transduced overnight with Lenti-HPV E6/E7 (10^6^ TU/mL) (Applied Biological Materials, Richmond, BC, Canada cat #G268) in the presence of 4 mg/mL polybrene. Cells were selected in RPE media containing 5% FBS and puromycin (1 mg/mL) for 12 days to generate immortalized mRPE cells. These cells were cultured in a culturing medium containing N1 medium supplement (1/100 vol/vol), glutamine (1/100 vol/vol), penicillin–streptomycin (1/100 vol/vol), non-essential amino acid (1/100 vol/vol), hydrocortisone (20 mg/mL), taurine (250 mg/L), triiodothyronine (0.013 mg/L), 5% FBS in alpha-MEM at 37 °C in 5% CO_2_ and media replaced three times a week. The cells were subcultured using trypsin (0.25%) and frozen in 10% FBS with 10% DMSO.

### 4.4. Generation of Prom1-Deficient mRPE Cells via CRISPR/Cas9

*Prom1* was knocked out in mRPE cells by CRISPR/Cas9-mediated gene editing, as described earlier [28]. mRPE cells were cultured in 6-well plates. The cells were allowed to reach 70% confluency, then transduced with 10 μL of the lentiviral Cas9 construct and 2 μL of polybrene. After 24 h, the infected cells were subcultured into media containing 1.5 mg/mL puromycin and grown to 90% confluency. The cells were selected in media containing 0.5 mg/mL puromycin for an additional week. 

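The guide RNA sequence 5'-CGTTGCTGCAACAAATGCGG-3' matches 1 site on chromosome 5 of GRCm39 (mm39), from 44213310 to 44213329 on the reverse strand, and the 3 bases that follow it there are CGG, the PAM that SpCas9 needs. *Prom1* lies on the same strand from 44150962 to 44259395. The site lies in the coding sequence of exon 5 of 28 of the canonical transcript, an exon from 44213220 to 44213425. The forward-strand sequence of the site with 40 bases on each side, from 44213270 to 44213369, is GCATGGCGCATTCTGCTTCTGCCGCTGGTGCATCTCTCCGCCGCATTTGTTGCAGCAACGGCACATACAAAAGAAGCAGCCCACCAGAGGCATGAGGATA. The primers that the paper gives for genomic DNA analysis, GTGCATACTGGGGTCCTCAC and ATCTCCCTGCAACACCCTAA, enclose 355 bases, from 44213167 to 44213521. The edited alleles of the clones were not analysed here.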

After puromycin selection, the stably expressing Cas9-mRPE cells were transfected with Prom1 (chromosome 5) synthetic guide RNA (gRNA) sequence (5′-CGTTGCTGCAACAAATGCGG-3′) (ThermoFisher Scientific, catalog # A35533) using Lipofectamine CRISPRMAX transfection reagent (ThermoFisher, Cat # CMAX00008) to target the mouse *Prom1* gene at exon 5, following the manufacturer’s protocol. *Prom1-KO* was verified by genomic DNA analysis. Cas9-expressing mRPE cells were transfected with either scrambled or *Prom1* gRNA, and these cells were then used to extract genomic DNA using the QIAamp DNA Micro Kit. PCR was performed using the forward primer 5′-GTGCATACTGGGGTCCTCAC-3′ and reverse primer 5′-ATCTCCCTGCAACACCCTAA-3′ and Taq PCR master mix kit, Qiagen, Germantown, MD, USA. Genomic sequences were analyzed using Basic Local Alignment Search Tool (BLAST), version 2.15.0, National Library of Medicine, Bethesda, MD, USA, accessed on 15 June 2023 to confirm the WT and different *Prom1*-KO sequences. We introduced two deletions at separate genomic sites within *Prom1*, generating two independent Prom1-KO lines, as described earlier [28].

### 4.5. Mouse RPE Flat Mount Preparation and Immunohistochemistry

After euthanasia, the mouse eyes were enucleated and fixed in neutral buffered formalin for 15 min at room temperature. They were washed twice in PBS, and the anterior segment (cornea and lens) was removed to expose the posterior eyecup. The neural retina was carefully detached, leaving the RPE–choroid–sclera intact. Four radial cuts were made from the periphery toward the optic nerve to flatten the eyecup, as described earlier [85]. The tissue was placed RPE-side up in a dish or on a slide. Samples were permeabilized and blocked in PBS containing 0.5% Triton X-100 and 5% normal donkey serum (Abcam, ab7475) for 1 h. The primary antibody diluted in blocking buffer was applied and incubated overnight at 4 °C, followed by PBS washes and secondary antibody incubation for 2 h at room temperature. Finally, tissues were mounted in Fluoromount-G medium containing 4’,6-diamidino-2-phenylindole (DAPI) (Thermo Fisher, Waltham, MA, USA, 00-4959-52) and imaged using confocal microscopy.

### 4.6. Mouse Retina Sections and Confocal Imaging

The enucleated mouse eyes were immersed in 4% PFA overnight at 4 °C and rinsed 3 times in PBS. The eyes were immersed in 10% sucrose in PBS for 2–4 h, transferred to 20% sucrose, and finally to 30% sucrose overnight at 4 °C. The eyes were embedded in cryomold, sectioned at 10 μm with a cryostat, mounted on slides, and stored at −80 °C. The cryo slides were taken out of the freezer, warmed for 10 min at room temperature, washed twice in PBS with 0.5% Triton X-100 for 15 min, blocked for 2 h at room temperature in 1× PBST with 5% normal donkey serum, incubated with primary antibody overnight in 1× PBS, followed by three washes in 1× PBS for 10 min, and incubated with secondary antibody in 1× PBST with 5% NDS for 1 h at room temperature. Slides were washed in 0.5% TritonX-100 in PBS and coverslipped with Fluoromount-G with DAPI. No primary antibody was used for the negative control slide; however, the slides were incubated with secondary antibody and coverslipped with Fluoromount-G containing DAPI, as described above. Confocal images of retina sections and RPE flatmount samples were captured using a Zeiss LSM880 confocal microscope with Zeiss ZEN (black) 2.3 software, applying the following parameters: For retina section images at 20× magnification: Plan-Apochromat 20×/0.8 objective; 405 nm excitation at 1.5% and 488 nm excitation at 1.0%; detection wavelengths from 410 to 495 nm and 495–630 nm; gain set to 800; offset at 0; pixel dwell time of 1.02 microseconds per pixel; averaged twice; Z-stack of 12 slices covering approximately 25 microns at Nyquist sampling; scale = 0.42 × 0.42 × 0.29 microns per pixel. For retina section images at 40×: Plan-Apochromat 40×/1.3 Oil DIC UV-IR objective; 405 nm excitation at 1.5% and 488 nm excitation at 1.5%; detection wavelengths from 410 to 495 nm and 495–630 nm; gain = 800; offset = 0; pixel dwell time of 1.02 microseconds per pixel; averaged twice; Z-stack of 18 slices over approximately 18 microns at Nyquist sampling; scale = 0.21 × 0.21 × 1.07 microns per pixel. For retina section images at 63×: Plan-Apochromat 63×/1.4 Oil DIC objective; 405 nm excitation at 2.2% and 488 nm excitation at 2.4%; detection wavelengths from 410 to 495 nm and 495–630 nm; gain = 800; offset = 0; pixel dwell time of 1.02 microseconds per pixel; averaged twice; Z-stack of 25 slices over approximately 12 microns at Nyquist sampling; scale = 0.13 × 0.13 × 0.53 microns per pixel. For RPE flatmount images at 40×: Plan-Apochromat 40×/1.3 Oil DIC UV-IR objective; 488 nm excitation at 0.7% and 633 nm excitation at 6.5%; detection wavelengths from 493 to 628 nm and 638–755 nm; gain = 800; offset = 0; pixel dwell time of 2.05 microseconds per pixel; averaged twice; Z-stack of 11 slices over roughly 8 microns at Nyquist sampling; scale = 0.21 × 0.21 × 0.82 microns per pixel. Maximum Intensity Projections and orthogonal projections were generated using Zeiss ZEN (blue) 3.8.

### 4.7. Western Blotting

Cell lysates were prepared using mammalian protein extraction buffer (Cell Signaling Technology, Beverly, MA, USA) and a Halt protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA), followed by SDS-PAGE, as described previously [26,86]. Proteins were transferred to Immobilon–PVDF membranes with 0.45 μm pore size (Millipore, Bedford, MA, USA) and incubated overnight with primary antibodies at 4 °C in Tris-buffered saline containing 0.1% Tween-20 and 5% nonfat dry milk (Biorad, Hercules, CA, USA). Membranes were subsequently incubated with horseradish peroxidase-conjugated secondary antibodies at room temperature for 1 h, and the immune complexes were visualized using the ECL detection system (PerkinElmer, Waltham, MA, USA) and the Azure c500 Imaging Biosystem (Dublin, CA, USA). Membranes were stripped and re-probed for actin as a loading control. Representative Western blots for three experiments are shown. Densitometric analysis of all Western blots was performed using ImageJ software 1.47t Java 1.6.0_20 (developed by Wayne Rasband, National Institutes of Health, Bethesda, MD, USA; available at http://rsb.info.nih.gov/ij/index.html (accessed on 20 Aug 2025)), as described earlier [26]. Blots used in the figures comply with the digital image and integrity policies. The uncropped full-length blots are available as a Supplementary File.

### 4.8. Real-Time Quantitative PCR

TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) was used to extract total RNA from WT and *Prom1*-KO mRPE cells, as described earlier [28]. Total RNA concentrations were quantified by measuring the A260 and A280 absorbance using a NanoDrop spectrophotometer, as described previously [26]. Total RNA (1 mg) was reverse-transcribed into cDNA using a kit from Promega (Madison, WI, USA) according to the manufacturer’s instructions. The cDNA was diluted 1:5 with DNase-free water. Real-time qPCR was performed using an Ariamx Real-Time PCR system (Agilent Technologies, Santa Clara, CA, USA) with 2.5 ml of the cDNA product in a 25 mL reaction mixture containing 1× SYBR^®^ Green Master Mix (Applied Biosystems, Foster City, CA, USA) and 120 nM forward and reverse primers. A list of forward and reverse primers used for qPCR analyses of genes in WT vs. Prom1-KO mRPE cells is provided in Table 1.

### 4.9. Bulk RNA Sequencing and Data Analysis

Total RNA was isolated from retinal pigment epithelium (RPE) cells dissected from wild-type (WT) and *Prom1*-knockout (KO) mouse RPE using the RNeasy Mini Kit (Qiagen, Germantown, MD, USA) according to the manufacturer’s protocol. RNA integrity was assessed using the Agilent 2100 Bioanalyzer, and samples with an RNA Integrity Number (RIN) of 8.0 or higher were selected for sequencing to ensure high-quality input. Bulk RNA sequencing was performed by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core facility at Vanderbilt University Medical Center. Libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit, and paired-end sequencing (150 bp reads) was conducted on the Illumina NovaSeq 6000 platform. Raw sequencing reads were trimmed for adapter sequences and filtered for quality using *TrimGalore* v0.6.7 (https://zenodo.org/records/5127899 (accessed on 20 January 2023)) by Creative Data Solutions, Vanderbilt University. High-quality reads were aligned to the *Mus musculus* reference genome (mm39) using *STAR* v2.7.9a [87] with the quantMode GeneCounts parameter enabled to generate gene-level count matrices. Gene-level counts were normalized and analyzed for differential gene expression (DEG) using *DESeq2* v1.36.0 [88]. Genes with fewer than five counts across at least three samples were excluded to reduce background noise. Differentially expressed genes were identified using an adjusted *p*-value threshold of 0.05 and a log2 fold change > 1.2. Gene set enrichment analysis (GSEA) was performed using Hallmark Gene sets from the Molecular Signatures Database (MSigDB v7.5) (https://www.gsea-msigdb.org/gsea/msigdb/ (accessed on 20 January 2023)). Enriched gene sets were visualized and clustered in Cytoscape (v3.9.1) using the EnrichmentMap and AutoAnnotate plug-ins to generate functional network representations.

### 4.10. Statistical Analysis

All data were analyzed using GraphPad Prism 9 (GraphPad Software, Inc., San Diego, CA, USA). Data are expressed as mean ± SE. Experiments were repeated three times, with triplicate samples for each. An unpaired 2-tailed Student’s *t*-test and Bonferroni post hoc testing were used to assess statistical significance. Unless otherwise stated, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 values were considered significant; ns, not significant.

## 5. Conclusions

In summary, our study positions RPE-localized *Prom1* at a central point linking autophagy and mitophagy with mitochondrial quality control, phagocytic activity, epithelial barrier integrity, and immunometabolic signaling. The *Prom1*-dependent network we identify not only aligns with human RPE transcriptomics in AMD and IRDs but also provides a targeted set of mechanistic, actionable entry points for maintaining RPE health across genetic and age-related retinal degeneration.

## Figures and Tables

**Figure 1:**
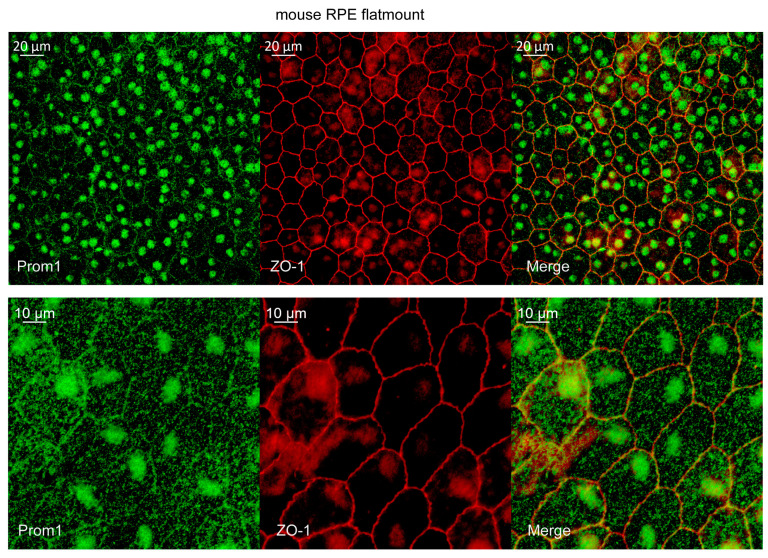
Prom1 is expressed in both mRPE in situ. Immunohistochemistry of WT mouse RPE flatmounts with *Prom1* (green) and *ZO-1* (red) antibodies. Confocal images with 40× objective and 40× zoom.

**Figure 2:**
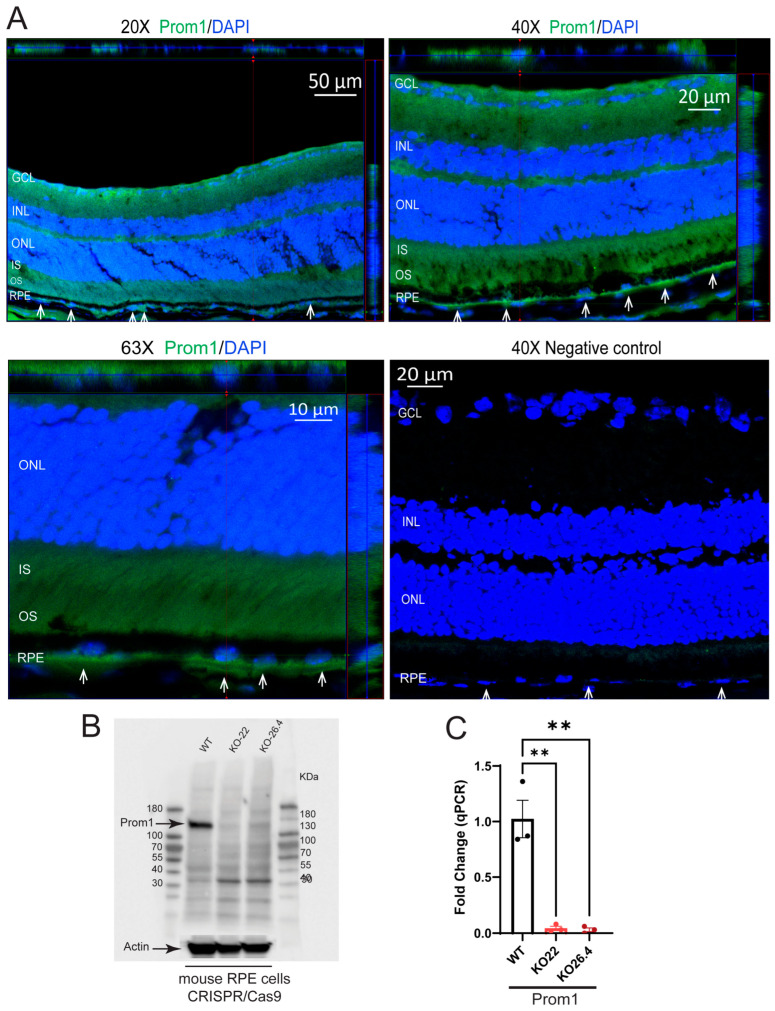
Prom1 expression in mouse retina sections and mouse RPE cells. (**A**) WT mouse retina sections were stained for *Prom1* (green) and DAPI (blue) at 20×, 40×, and 63× objectives with 3D orthogonal views (white arrowheads showing *Prom1* expression in RPE), and no *Prom1* labeling in the negative control at 40×. (**B**) Western blot analysis showing *Prom1* protein levels in WT and *Prom1*-KO (KO-22 and KO-26.4) cells. (**C**) Relative *Prom1* gene expression in WT, *Prom1*-KO22, and KO26.4 cells. WT compared to KO-22 (** *p* < 0.01) and WT compared to KO-26.4 (** *p* < 0.01).

**Figure 3:**
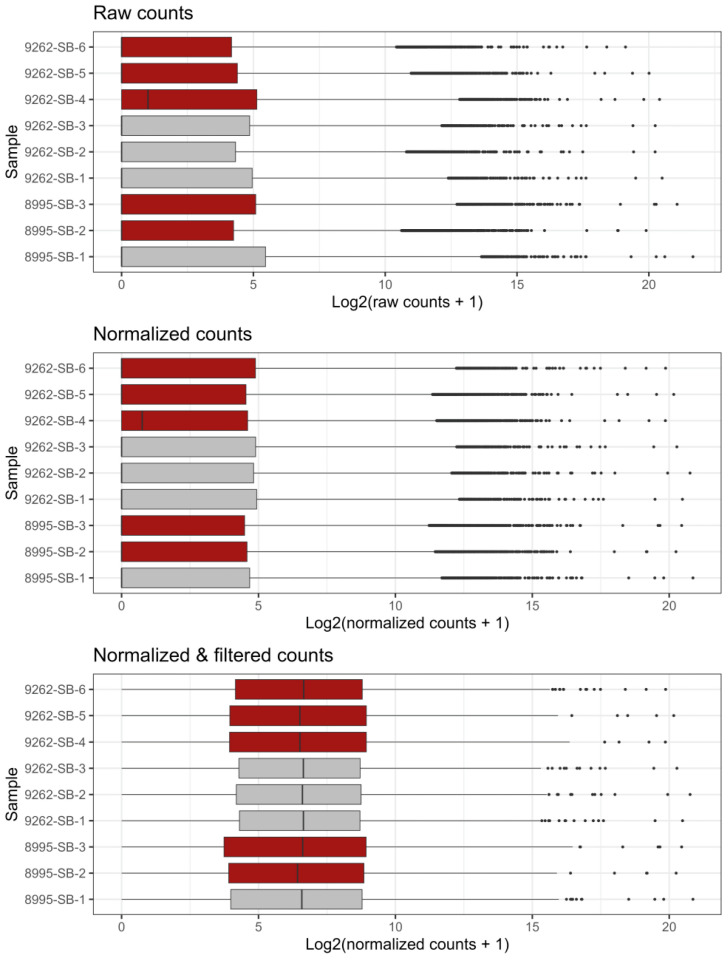
RNA sequencing counts, normalized and filtered. The number of raw sequencing counts before normalization, post-normalization, and post-filtering on a Log2 + 1 scale to visualize features with 0 counts. Counts for each gene were normalized to the sequencing depth for each sample. Genes were filtered out if they were counted fewer than 5 times across at least three samples. WT samples are in grey (9262-SB-1, -2, -3, and 8995-SB-1), and Prom1-KO samples (9262-SB-4, -5, -6, and 8995-SB-1, -2) are in red.

**Figure 4:**
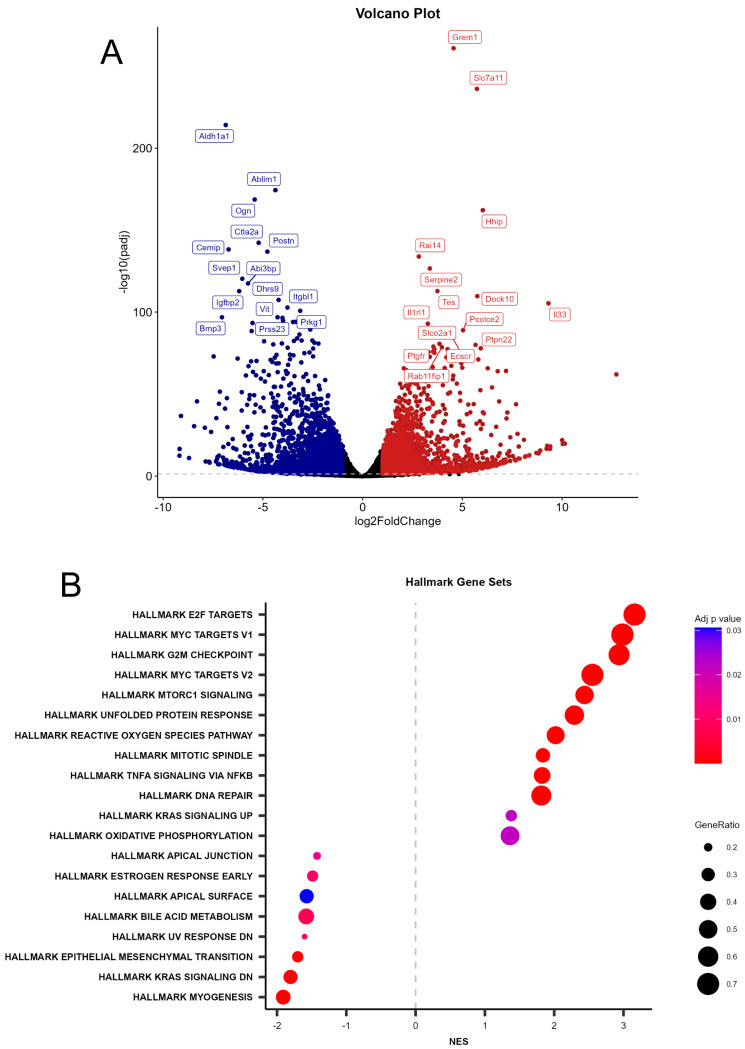
Differential expression of genes and gene enrichment analysis in WT vs. Prom1-KO mRPE cells. (**A**) Volcano plot illustrating the top 15 differentially expressed genes (DEGs) in *Prom1-KO vs. WT* mRPE cells by bulk RNA sequencing. Significantly upregulated (in red) and downregulated (in blue) are labeled; n = 3/group. Selected notable genes are labeled for reference. (**B**) The normalized gene enrichment score (NES) of Hallmark gene sets from the Molecular Signature Database reveals up- and downregulated pathways in *Prom1-KO* vs. *WT* mRPE cells (n = 3/group). Dot size corresponds to the number of genes in each set, while color reflects adjusted *p*-value with a gradient from blue (less significant) to red (highly significant).

**Figure 5:**
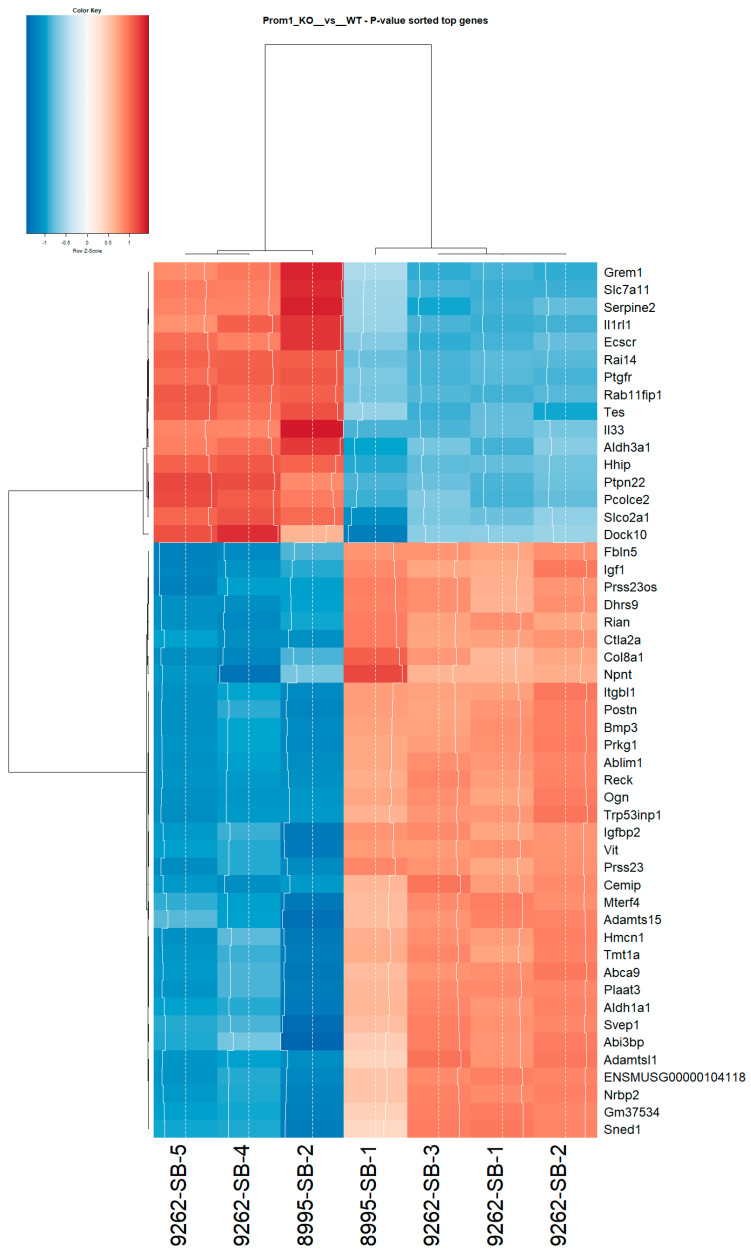
Heatmap of top DEGs between *Prom1*-KO and WT groups. Hierarchical clustering heatmap shows the top 50 DEGs ranked by *p*-value. Color intensity indicates relative expression levels, with red representing upregulation and blue representing downregulation. The clustering of samples is based on similarity in expression profiles. The color key (top left) shows the scale of normalized expression values. A HIGH-RES IMAGE WILL BE EMAILED AS AN ATTACHMENT.

**Figure 6:**
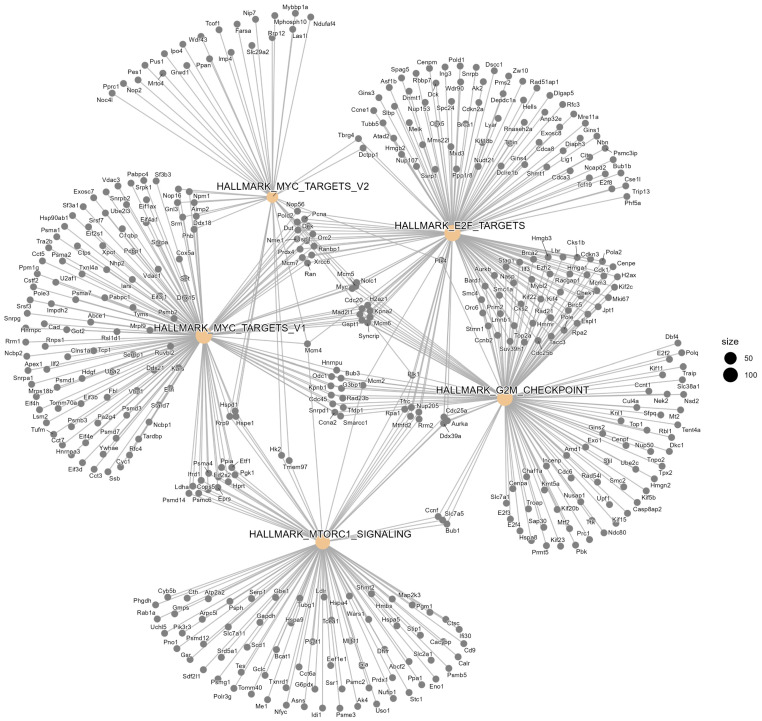
Network analysis of Hallmark gene sets reveals central regulatory pathways in RPE dysfunction. The network representation of hallmark gene sets illustrates the interconnections and relationships among key gene targets implicated in RPE pathology. Each node represents a gene set, and edges denote functional associations or co-regulation. Prominent nodes such as MYC_targets, E2F_targets, G2M_checkpoint, and MTORC1_signaling reflect central hubs in cell cycle regulation, proliferation, and stress signaling. Node size corresponds to connectivity, with larger nodes indicating higher degrees of interaction.

**Figure 7:**
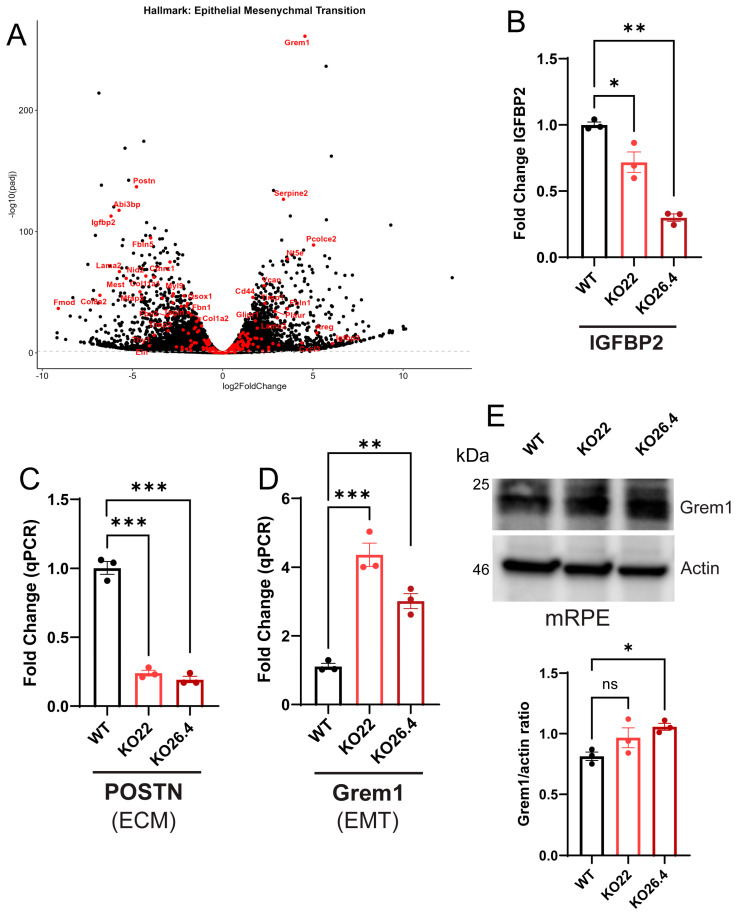
*Prom1* deficiency induces EMT-associated gene expression in mRPE cells. (**A**) Volcano plot of RNA-seq data highlighting differentially expressed genes associated with the hallmark EMT pathway. Genes with significant upregulation include *Grem1*, *Serpine 2*, and *Pcolce2*. Downregulated genes are *Postn*, *Abi3bp*, and *Igfbp2*. (**B**) Validation of *IGFBP2* gene expression by qPCR in KO22 and KO26.4 compared to WT (* *p* < 0.05, ** *p* < 0.01). (**C**) *POSTN* gene expression in KO lines relative to WT (*** *p* < 0.001). (**D**) *Grem1* gene expression in KO22 and KO26.4 compared to WT (** *p* < 0.01, *** *p* < 0.001). (**E**) Western blot analysis showing Grem1 protein levels in WT and Prom1-KO RPE cells, with Actin used as a loading control. Quantification of Grem1 and actin ratio (ns = not significant, * *p* < 0.05).

**Figure 8:**
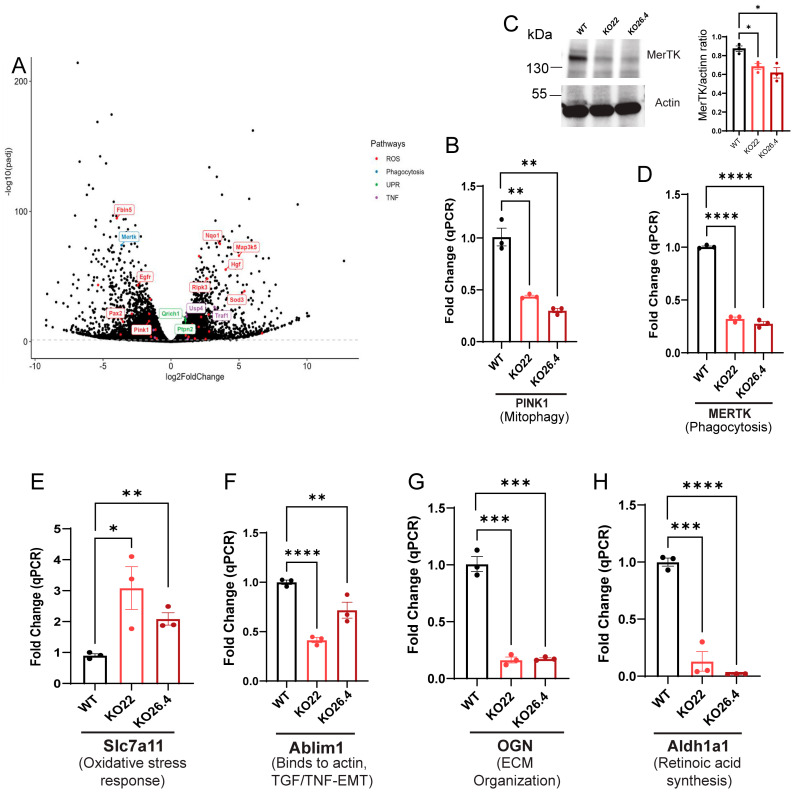
Transcriptomic and molecular validation of dysregulated pathways in *Prom1*-KO mRPE cells. Multi-panel analysis of gene expression and protein changes in *Prom1*-KO mRPE cells. (**A**) Volcano plot of bulk RNA-seq data showing significantly dysregulated genes in *Prom1*-KO mRPE cells. Pathways of interest are color-coded: general dysregulated genes (red), ROS (red), phagocytosis (blue), UPR (green), and TNF signaling (purple). (**B**) qPCR validation of *PINK1* in KO22 and KO26.4, compared to WT mRPE (** *p* < 0.01). (**C**) Western blot analysis of MerTk protein with *actin* as a loading control, quantification of MerTK and actin ratio (* *p* < 0.05), and (**D**) qPCR of *MerTK* gene in WT and Prom1-O samples (**** *p* < 0.0001). (**E**–**H**) qPCR validation of additional dysregulated genes: *Slc7a11*, *Ablim1*, *OGN*, and *Aldh1a1* fold changes with statistical significance (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Table 1:** Primer sequences for qPCR of mouse genes.

Gene (Mouse)	Forward Primer	Reverse Primer
*Beta-actin*	CCTGGATAGCAACGTAGATGC	ACCTTCTACAATGACCTGGC
*Prom1*	AACATATGCGCGGGAGAG	CAGTTTCTGGGTCCCTTTGA
*Pink1*	CTGATCGAGGAGAAGCAGGC	GCCAATGGCTTGCCCTATGA
*Ogn*	CGCAGCTGGACTCACATGTT	TCTTTCTTGGTTGGTAATGATGCT
*Mertk*	TGGATACGTGCATCTGTCCG	GAGGAGCAGAGAATGGGCTG
*Grem1*	CTTCGCAGACCTGGAGACG	CAGGTTGTGGTGGGGACTG
*Slc7a11*	CAGGCATCTTCATCTCCCCC	GAGCAGTTCCACCCAGACTC
*Ablim1*	GAGGCCATCGGTCTGCTTC	GAAATGCTTGGTCTGCACCC
*Igfbp2*	CACAGGTGACACTGCAGACG	GAACACAGCCAGCTCCTTCA
*Aldh1a1*	TGAGCCTGTCACCTGTGTTC	CCTTCTTCCACGTGGCAGAT
*Postn*	ATGACAAGGTCCTGGCTCAC	CCCGCAGATAGCACCTTGAT

## Data Availability

The data supporting this study’s findings are available from the corresponding author upon reasonable request. The RNA sequence files have been deposited in NCBI under GEO accession ID GSE298665 (embargoed until publication).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms262311539/s1.

## Abbreviations

IRDs	Inherited Retinal Dystrophies
aAMD	Atrophic Age-related Macular Degeneration
RPE	Retinal Pigment Epithelium
mTORC1	Mammalian Target of Rapamycin Complex 1
Prom1	Prominin-1 (CD133)
STGD4	Stargardt disease 4
EMT	Epithelial–Mesenchymal Transition
GSEA	Gene Set Enrichment Analysis
DEG	Differential Gene Expression
qPCR	Quantitative Polymerase Chain Reaction
PCA	Principal Component Analysis
ECM	Extracellular Matrix
UPR	Unfolded Protein Response
mRPE	mouse retinal pigment epithelial cells
CRISPR	Clustered Regularly Spaced Short Palindromic Repeats
Cas9	CRISPR-associated system 9
gRNA	guide RNA
DAPI	4′6-diamidino-2-phenylindole

## References

[1] Corradetti G., Verma A., Tojjar J., Almidani L., Oncel D., Emamverdi M., Bradley A., Lindenberg S., Nittala M.G., Sadda S.R. (2024). Retinal Imaging Findings in Inherited Retinal Diseases. J. Clin. Med..

[2] Samelska K., Szaflik J.P., Guszkowska M., Kurowska A.K., Zaleska-Zmijewska A. (2023). Characteristics of Rare Inherited Retinal Dystrophies in Adaptive Optics-A Study on 53 Eyes. Diagnostics.

[3] Sanie-Jahromi F., Nowroozzadeh M.H. (2022). RPE based gene and cell therapy for inherited retinal diseases: A review. Exp. Eye Res..

[4] Tebbe L., Sakthivel H., Makia M.S., Kakakhel M., Conley S.M., Al-Ubaidi M.R., Naash M.I. (2022). Prph2 disease mutations lead to structural and functional defects in the RPE. FASEB J..

[5] Hwang S., Kang S.W., Jang J.H., Kim S.J. (2023). Genetic and clinical characteristics of PROM1-related retinal degeneration in Korean. Sci. Rep..

[6] Puertas-Neyra K., Coco-Martin R.M., Hernandez-Rodriguez L.A., Gobelli D., Garcia-Ferrer Y., Palma-Vecino R., Telleria J.J., Simarro M., de la Fuente M.A., Fernandez-Bueno I. (2024). Clinical exome analysis and targeted gene repair of the c.1354dupT variant in iPSC lines from patients with PROM1-related retinopathies exhibiting diverse phenotypes. Stem Cell Res. Ther..

[7] Miraglia S., Godfrey W., Yin A.H., Atkins K., Warnke R., Holden J.T., Bray R.A., Waller E.K., Buck D.W. (1997). A novel five-transmembrane hematopoietic stem cell antigen: Isolation, characterization, and molecular cloning. Blood.

[8] Weigmann A., Corbeil D., Hellwig A., Huttner W.B. (1997). Prominin, a novel microvilli-specific polytopic membrane protein of the apical surface of epithelial cells, is targeted to plasmalemmal protrusions of non-epithelial cells. Proc. Natl. Acad. Sci. USA.

[9] Pleskac P., Fargeas C.A., Veselska R., Corbeil D., Skoda J. (2024). Emerging roles of prominin-1 (CD133) in the dynamics of plasma membrane architecture and cell signaling pathways in health and disease. Cell Mol. Biol. Lett..

[10] Ragi S.D., Lima de Carvalho J.R., Tanaka A.J., Park K.S., Mahajan V.B., Maumenee I.H., Tsang S.H. (2019). Compound heterozygous novel frameshift variants in the PROM1 gene result in Leber congenital amaurosis. Cold Spring Harb. Mol. Case Stud..

[11] Maw M.A., Corbeil D., Koch J., Hellwig A., Wilson-Wheeler J.C., Bridges R.J., Kumaramanickavel G., John S., Nancarrow D., Roper K. (2000). A frameshift mutation in prominin (mouse)-like 1 causes human retinal degeneration. Hum. Mol. Genet..

[12] Yang Z., Chen Y., Lillo C., Chien J., Yu Z., Michaelides M., Klein M., Howes K.A., Li Y., Kaminoh Y. (2008). Mutant prominin 1 found in patients with macular degeneration disrupts photoreceptor disk morphogenesis in mice. J. Clin. Investig..

[13] Zhang Q., Zulfiqar F., Xiao X., Riazuddin S.A., Ahmad Z., Caruso R., MacDonald I., Sieving P., Riazuddin S., Hejtmancik J.F. (2007). Severe retinitis pigmentosa mapped to 4p15 and associated with a novel mutation in the PROM1 gene. Hum. Genet..

[14] Pras E., Abu A., Rotenstreich Y., Avni I., Reish O., Morad Y., Reznik-Wolf H., Pras E. (2009). Cone-rod dystrophy and a frameshift mutation in the PROM1 gene. Mol. Vis..

[15] Eidinger O., Leibu R., Newman H., Rizel L., Perlman I., Ben-Yosef T. (2015). An intronic deletion in the PROM1 gene leads to autosomal recessive cone-rod dystrophy. Mol. Vis..

[16] Khan A.O., Bolz H.J. (2015). Pediatric Cone-Rod Dystrophy with High Myopia and Nystagmus Suggests Recessive PROM1 Mutations. Ophthalmic Genet..

[17] Imani S., Cheng J., Shasaltaneh M.D., Wei C., Yang L., Fu S., Zou H., Khan M.A., Zhang X., Chen H. (2018). Genetic identification and molecular modeling characterization reveal a novel PROM1 mutation in Stargardt4-like macular dystrophy. Oncotarget.

[18] Carr B.J., Skitsko D., Kriese L.M., Song J., Li Z., Ju M.J., Moritz O.L. (2024). Prominin-1 null Xenopus laevis develop subretinal drusenoid-like deposits, cone-rod dystrophy, and RPE atrophy. J. Cell Sci..

[19] Strauss R.W., Munoz B., Ahmed M.I., Bittencourt M., Schonbach E.M., Michaelides M., Birch D., Zrenner E., Ervin A.M., Charbel Issa P. (2018). The Progression of the Stargardt Disease Type 4 (ProgStar-4) Study: Design and Baseline Characteristics (ProgStar-4 Report No. 1). Ophthalmic Res..

[20] Kniazeva M., Chiang M.F., Morgan B., Anduze A.L., Zack D.J., Han M., Zhang K. (1999). A new locus for autosomal dominant stargardt-like disease maps to chromosome 4. Am. J. Hum. Genet..

[21] Abalem M.F., Omari A.A., Schlegel D., Khan N.W., Jayasundera T. (2019). Macular hyperpigmentary changes in ABCA4-Stargardt disease. Int. J. Retin. Vitr..

[22] Lee W., Paavo M., Zernant J., Stong N., Laurente Z., Bearelly S., Nagasaki T., Tsang S.H., Goldstein D.B., Allikmets R. (2019). Modification of the PROM1 disease phenotype by a mutation in ABCA4. Ophthalmic Genet..

[23] Permanyer J., Navarro R., Friedman J., Pomares E., Castro-Navarro J., Marfany G., Swaroop A., Gonzalez-Duarte R. (2010). Autosomal recessive retinitis pigmentosa with early macular affectation caused by premature truncation in PROM1. Investig. Ophthalmol. Vis. Sci..

[24] Paavo M., Lee W., Parmann R., Lima de Carvalho J.R., Zernant J., Tsang S.H., Allikmets R., Sparrow J.R. (2023). Insights Into PROM1-Macular Disease Using Multimodal Imaging. Investig. Ophthalmol. Vis. Sci..

[25] Ricca A.M., Han I.C., Hoffmann J., Stone E.M., Sohn E.H. (2023). Macular Atrophy and Phenotypic Variability in Autosomal Dominant Stargardt-Like Macular Dystrophy Due to Prom1 Mutation. Retina.

[26] Bhattacharya S., Yin J., Winborn C.S., Zhang Q., Yue J., Chaum E. (2017). Prominin-1 Is a Novel Regulator of Autophagy in the Human Retinal Pigment Epithelium. Investig. Ophthalmol. Vis. Sci..

[27] Bhattacharya S., Yang T.S., Nabit B.P., Krystofiak E.S., Rex T.S., Chaum E. (2024). Prominin-1 Knockdown Causes RPE Degeneration in a Mouse Model. Cells.

[28] Bhattacharya S., Yin J., Huo W., Chaum E. (2023). Loss of Prom1 impairs autophagy and promotes epithelial-mesenchymal transition in mouse retinal pigment epithelial cells. J. Cell Physiol..

[29] Li D., Yuan D., Shen H., Mao X., Yuan S., Liu Q. (2019). Gremlin-1: An endogenous BMP antagonist induces epithelial-mesenchymal transition and interferes with redifferentiation in fetal RPE cells with repeated wounds. Mol. Vis..

[30] Winokur P.N., Subramanian P., Bullock J.L., Arocas V., Becerra S.P. (2017). Comparison of two neurotrophic serpins reveals a small fragment with cell survival activity. Mol. Vis..

[31] Cheng X., He D., Liao C., Lin S., Tang L., Wang Y.L., Hu J., Li W., Liu Z., Wu Y. (2021). IL-1/IL-1R signaling induced by all-trans-retinal contributes to complement alternative pathway activation in retinal pigment epithelium. J. Cell Physiol..

[32] Xi H., Katschke K.J., Li Y., Truong T., Lee W.P., Diehl L., Rangell L., Tao J., Arceo R., Eastham-Anderson J. (2016). IL-33 amplifies an innate immune response in the degenerating retina. J. Exp. Med..

[33] Kutty R.K., Samuel W., Chen S., Vijayasarathy C., Dun Y., Mysona B., Wiggert B., Smith S.B. (2006). Immunofluorescence analysis of the expression of Norpeg (Rai14) in retinal Muller and ganglion cells. Neurosci. Lett..

[34] Shen X., Zhang J., Zhang X., Wang Y., Hu Y., Guo J. (2019). Retinoic Acid-Induced Protein 14 (RAI14) Promotes mTOR-Mediated Inflammation Under Inflammatory Stress and Chemical Hypoxia in a U87 Glioblastoma Cell Line. Cell Mol. Neurobiol..

[35] Barrientos T., Frank D., Kuwahara K., Bezprozvannaya S., Pipes G.C., Bassel-Duby R., Richardson J.A., Katus H.A., Olson E.N., Frey N. (2007). Two novel members of the ABLIM protein family, ABLIM-2 and -3, associate with STARS and directly bind F-actin. J. Biol. Chem..

[36] Li G., Huang S., Yang S., Wang J., Cao J., Czajkowsky D.M., Shao Z., Zhu X. (2018). abLIM1 constructs non-erythroid cortical actin networks to prevent mechanical tension-induced blebbing. Cell Discov..

[37] Yang H., Chaum E. (2003). A reassessment of insulin-like growth factor binding protein gene expression in the human retinal pigment epithelium. J. Cell Biochem..

[38] Mukherjee S., King J.L., Guidry C. (2009). Phenotype-associated changes in retinal pigment epithelial cell expression of insulin-like growth factor binding proteins. Investig. Ophthalmol. Vis. Sci..

[39] Low S.W.Y., Connor T.B., Kassem I.S., Costakos D.M., Chaurasia S.S. (2021). Small Leucine-Rich Proteoglycans (SLRPs) in the Retina. Int. J. Mol. Sci..

[40] Mercau M.E., Akalu Y.T., Mazzoni F., Gyimesi G., Alberto E.J., Kong Y., Hafler B.P., Finnemann S.C., Rothlin C.V., Ghosh S. (2023). Inflammation of the retinal pigment epithelium drives early-onset photoreceptor degeneration in Mertk-associated retinitis pigmentosa. Sci. Adv..

[41] Louer E.M.M., Gunzel D., Rosenthal R., Carmone C., Yi G., Stunnenberg H.G., den Hollander A.I., Deen P.M.T. (2020). Differential day-night expression of tight junction components in murine retinal pigment epithelium. Exp. Eye Res..

[42] Schlecht A., Leimbeck S.V., Jagle H., Feuchtinger A., Tamm E.R., Braunger B.M. (2017). Deletion of Endothelial Transforming Growth Factor-beta Signaling Leads to Choroidal Neovascularization. Am. J. Pathol..

[43] Shimizu H., Yamada K., Suzumura A., Kataoka K., Takayama K., Sugimoto M., Terasaki H., Kaneko H. (2020). Caveolin-1 Promotes Cellular Senescence in Exchange for Blocking Subretinal Fibrosis in Age-Related Macular Degeneration. Investig. Ophthalmol. Vis. Sci..

[44] Matsuzawa A., Saegusa K., Noguchi T., Sadamitsu C., Nishitoh H., Nagai S., Koyasu S., Matsumoto K., Takeda K., Ichijo H. (2005). ROS-dependent activation of the TRAF6-ASK1-p38 pathway is selectively required for TLR4-mediated innate immunity. Nat. Immunol..

[45] Sun Y., Hu Y., Luo S. (2025). Complement C5a promotes human retinal pigment epithelial cell viability and migration through SLC38A1-mediated glutamine metabolism. Med. Microbiol. Immunol..

[46] Chen X., Tzekov R., Su M., Zhu Y., Han A., Li W. (2023). Hydrogen peroxide-induced oxidative damage and protective role of peroxiredoxin 6 protein via EGFR/ERK signaling pathway in RPE cells. Front. Aging Neurosci..

[47] Chen X.D., Su M.Y., Chen T.T., Hong H.Y., Han A.D., Li W.S. (2017). Oxidative stress affects retinal pigment epithelial cell survival through epidermal growth factor receptor/AKT signaling pathway. Int. J. Ophthalmol..

[48] Wang M., Topalovski M., Toombs J.E., Wright C.M., Moore Z.R., Boothman D.A., Yanagisawa H., Wang H., Witkiewicz A., Castrillon D.H. (2015). Fibulin-5 Blocks Microenvironmental ROS in Pancreatic Cancer. Cancer Res..

[49] Bosze B., Suarez-Navarro J., Soofi A., Lauderdale J.D., Dressler G.R., Brown N.L. (2021). Multiple roles for Pax2 in the embryonic mouse eye. Dev. Biol..

[50] Zhang S.M., Fan B., Li Y.L., Zuo Z.Y., Li G.Y. (2023). Oxidative Stress-Involved Mitophagy of Retinal Pigment Epithelium and Retinal Degenerative Diseases. Cell Mol. Neurobiol..

[51] Ross D., Siegel D. (2017). Functions of NQO1 in Cellular Protection and CoQ(10) Metabolism and its Potential Role as a Redox Sensitive Molecular Switch. Front. Physiol..

[52] Kojima K., Ichijo H., Naguro I. (2021). Molecular functions of ASK family in diseases caused by stress-induced inflammation and apoptosis. J. Biochem..

[53] Jin M., Barron E., He S., Ryan S.J., Hinton D.R. (2002). Regulation of RPE intercellular junction integrity and function by hepatocyte growth factor. Investig. Ophthalmol. Vis. Sci..

[54] Zhou S.R., Zhu Y.S., Yuan W.T., Pan X.Y., Wang T., Chen X.D. (2024). Hepatocyte growth factor promotes retinal pigment epithelium cell activity through MET/AKT signaling pathway. Int. J. Ophthalmol..

[55] Huang X., Li T., Zhang G., Chen J., Li T., Yang S., Bo Q., Zhao X., Wan X., Zhu X. (2025). AIM2 activation mediated by RIPK1/3-dependent mitochondrial DNA release drives Abeta(1-40)-Induced retinal pigment epithelium injury. Cell Commun. Signal.

[56] Wert K.J., Velez G., Cross M.R., Wagner B.A., Teoh-Fitzgerald M.L., Buettner G.R., McAnany J.J., Olivier A., Tsang S.H., Harper M.M. (2018). Extracellular superoxide dismutase (SOD3) regulates oxidative stress at the vitreoretinal interface. Free Radic. Biol. Med..

[57] You K., Wang L., Chou C.H., Liu K., Nakata T., Jaiswal A., Yao J., Lefkovith A., Omar A., Perrigoue J.G. (2021). QRICH1 dictates the outcome of ER stress through transcriptional control of proteostasis. Science.

[58] Elvira B., Vandenbempt V., Bauza-Martinez J., Crutzen R., Negueruela J., Ibrahim H., Winder M.L., Brahma M.K., Vekeriotaite B., Martens P.J. (2022). PTPN2 Regulates the Interferon Signaling and Endoplasmic Reticulum Stress Response in Pancreatic beta-Cells in Autoimmune Diabetes. Diabetes.

[59] Edilova M.I., Abdul-Sater A.A., Watts T.H. (2018). TRAF1 Signaling in Human Health and Disease. Front. Immunol..

[60] Strick D.J., Vollrath D. (2010). Focus on molecules: MERTK. Exp. Eye Res..

[61] Ho T.C., Tsai S.H., Yeh S.I., Sun M.H., Tsao Y.P. (2025). A PEDF-Derived Short Peptide Prevents Sodium Iodate-Induced Retinal Degeneration in Rats by Activating the SLC7A11/GSH/GPX4 Pathway in the RPE Cells. J. Cell Mol. Med..

[62] Goto S., Onishi A., Misaki K., Yonemura S., Sugita S., Ito H., Ohigashi Y., Ema M., Sakaguchi H., Nishida K. (2018). Neural retina-specific Aldh1a1 controls dorsal choroidal vascular development via Sox9 expression in retinal pigment epithelial cells. eLife.

[63] Voigt A.P., Mulfaul K., Mullin N.K., Flamme-Wiese M.J., Giacalone J.C., Stone E.M., Tucker B.A., Scheetz T.E., Mullins R.F. (2019). Single-cell transcriptomics of the human retinal pigment epithelium and choroid in health and macular degeneration. Proc. Natl. Acad. Sci. USA.

[64] Dhirachaikulpanich D., Li X., Porter L.F., Paraoan L. (2020). Integrated Microarray and RNAseq Transcriptomic Analysis of Retinal Pigment Epithelium/Choroid in Age-Related Macular Degeneration. Front. Cell Dev. Biol..

[65] Karbanova J., Lorico A., Bornhauser M., Corbeil D., Fargeas C.A. (2018). Prominin-1/CD133: Lipid Raft Association, Detergent Resistance, and Immunodetection. Stem Cells Transl. Med..

[66] Kaneko K., Liang Y., Liu Q., Zhang S., Scheiter A., Song D., Feng G.S. (2023). Identification of CD133^+^ intercellsomes in intercellular communication to offset intracellular signal deficit. eLife.

[67] Nunukova A., Neradil J., Skoda J., Jaros J., Hampl A., Sterba J., Veselska R. (2015). Atypical nuclear localization of CD133 plasma membrane glycoprotein in rhabdomyosarcoma cell lines. Int. J. Mol. Med..

[68] Chowdhury O., Bammidi S., Gautam P., Babu V.S., Liu H., Shang P., Xin Y., Mahally E., Nemani M., Koontz V. (2025). Activated mTOR Signaling in the RPE Drives EMT, Autophagy, and Metabolic Disruption, Resulting in AMD-Like Pathology in Mice. Aging Cell.

[69] Datta S., Cano M., Satyanarayana G., Liu T., Wang L., Wang J., Cheng J., Itoh K., Sharma A., Bhutto I. (2023). Mitophagy initiates retrograde mitochondrial-nuclear signaling to guide retinal pigment cell heterogeneity. Autophagy.

[70] Zhao X., Gao M., Liang J., Chen Y., Wang Y., Wang Y., Xiao Y., Zhao Z., Wan X., Jiang M. (2021). SLC7A11 Reduces Laser-Induced Choroidal Neovascularization by Inhibiting RPE Ferroptosis and VEGF Production. Front. Cell Dev. Biol..

[71] Perino A., Demagny H., Velazquez-Villegas L., Schoonjans K. (2021). Molecular Physiology of Bile Acid Signaling in Health, Disease, and Aging. Physiol. Rev..

[72] Lefebvre P., Cariou B., Lien F., Kuipers F., Staels B. (2009). Role of bile acids and bile acid receptors in metabolic regulation. Physiol. Rev..

[73] Nguyen Y., Rudd Zhong Manis J., Ronczkowski N.M., Bui T., Oxenrider A., Jadeja R.N., Thounaojam M.C. (2024). Unveiling the gut-eye axis: How microbial metabolites influence ocular health and disease. Front. Med..

[74] Zubieta D., Warden C., Bhattacharya S., Brantley M.A. (2025). Tauroursodeoxycholic Acid Confers Protection Against Oxidative Stress via Autophagy Induction in Retinal Pigment Epithelial Cells. Curr. Issues Mol. Biol..

[75] Win A., Delgado A., Jadeja R.N., Martin P.M., Bartoli M., Thounaojam M.C. (2021). Pharmacological and Metabolic Significance of Bile Acids in Retinal Diseases. Biomolecules.

[76] Daruich A., Jaworski T., Henry H., Zola M., Youale J., Parenti L., Naud M.C., Delaunay K., Bertrand M., Berdugo M. (2021). Oral Ursodeoxycholic Acid Crosses the Blood Retinal Barrier in Patients with Retinal Detachment and Protects Against Retinal Degeneration in an Ex Vivo Model. Neurotherapeutics.

[77] Murase H., Tsuruma K., Shimazawa M., Hara H. (2015). TUDCA Promotes Phagocytosis by Retinal Pigment Epithelium via MerTK Activation. Investig. Ophthalmol. Vis. Sci..

[78] Alvarez-Barrios A., Alvarez L., Saenz de Santa Maria P., Garcia M., Alvarez-Buylla J.R., Pereiro R., Gonzalez-Iglesias H. (2025). Dysregulated lipid metabolism in a retinal pigment epithelial cell model and serum of patients with age-related macular degeneration. BMC Biol..

[79] Miller R.D., Mondon I., Ellis C., Muir A.M., Turner S., Keeling E., Wai H.A., Chatelet D.S., Johnson D.A., Tumbarello D.A. (2025). Whole RNA-Seq Analysis Reveals Longitudinal Proteostasis Network Responses to Photoreceptor Outer Segment Trafficking and Degradation in RPE Cells. Cells.

[80] Zhou M., Geathers J.S., Grillo S.L., Weber S.R., Wang W., Zhao Y., Sundstrom J.M. (2020). Role of Epithelial-Mesenchymal Transition in Retinal Pigment Epithelium Dysfunction. Front. Cell Dev. Biol..

[81] Shu D.Y., Butcher E., Saint-Geniez M. (2020). EMT and EndMT: Emerging Roles in Age-Related Macular Degeneration. Int. J. Mol. Sci..

[82] Chtcheglova L.A., Ohlmann A., Boytsov D., Hinterdorfer P., Priglinger S.G., Priglinger C.S. (2020). Nanoscopic Approach to Study the Early Stages of Epithelial to Mesenchymal Transition (EMT) of Human Retinal Pigment Epithelial (RPE) Cells In Vitro. Life.

[83] Wang N., Wang Y., Zhang L., Yang W., Fu S. (2025). Molecular Mechanisms of Epithelial-Mesenchymal Transition in Retinal Pigment Epithelial Cells: Implications for Age-Related Macular Degeneration (AMD) Progression. Biomolecules.

[84] Fernandez-Godino R., Garland D.L., Pierce E.A. (2016). Isolation, culture and characterization of primary mouse RPE cells. Nat. Protoc..

[85] Boatright J.H., Dalal N., Chrenek M.A., Gardner C., Ziesel A., Jiang Y., Grossniklaus H.E., Nickerson J.M. (2015). Methodologies for analysis of patterning in the mouse RPE sheet. Mol. Vis..

[86] Bhattacharya S., Chaum E., Johnson D.A., Johnson L.R. (2012). Age-related susceptibility to apoptosis in human retinal pigment epithelial cells is triggered by disruption of p53-Mdm2 association. Investig. Ophthalmol. Vis. Sci..

[87] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[88] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

# Supplementary material for: Prominin-1 Regulates Retinal Pigment Epithelium Homeostasis: Transcriptomic Insights into Degenerative Mechanisms
**Source:** Int J Mol Sci. 2025 Nov 28;26(23):11539. doi: 10.3390/ijms262311539
**Supplement:** Supplementary file 1

Fig. S1

A

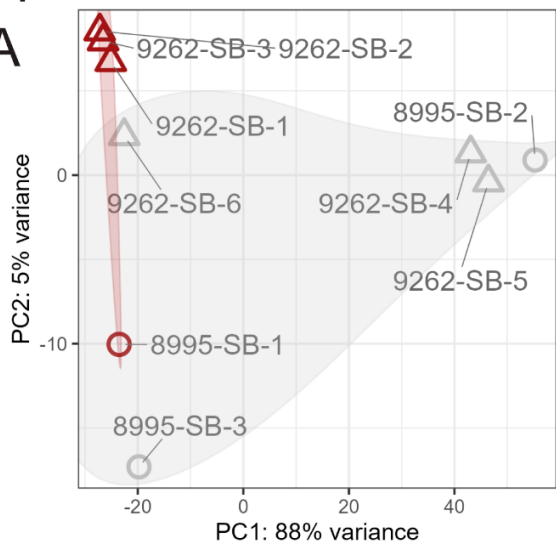

Uncorrected PCA

sampleTable\$condition

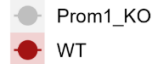

sampleTable\$batch

B

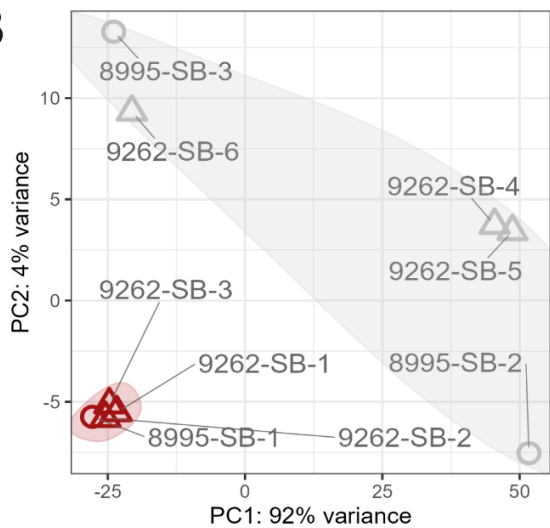

Batch-corrected PCA

sampleTable\$condition

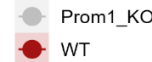

sampleTable\$batch

C

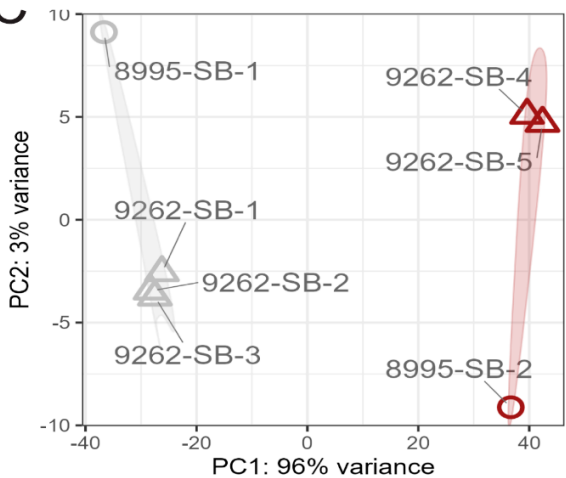

Batch-corrected PCA (outliers removed)

sampleTable\_ex\$condition

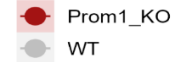

sampleTable\_ex\$batch

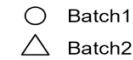

**Fig. S1. Sample-level quality control by principal component analysis (PCA) of WT and Prom1-KO mRPE transcriptomes.** (A) A dot plot with each sample shown with PC1 on the x-axis and PC2 on the y-axis. Uncorrected PCA shows that PC1 accounts for the majority of the variance (88%), while PC2 accounts for only 5%. (B) Batch-corrected PCA shows that PC1 accounts for 92% of the variance and PC2 for 4%. (C) Batch-corrected PCA, after removing outliers, shows good separation between conditions, with 96% of the variance in PC1.

Fig. S2

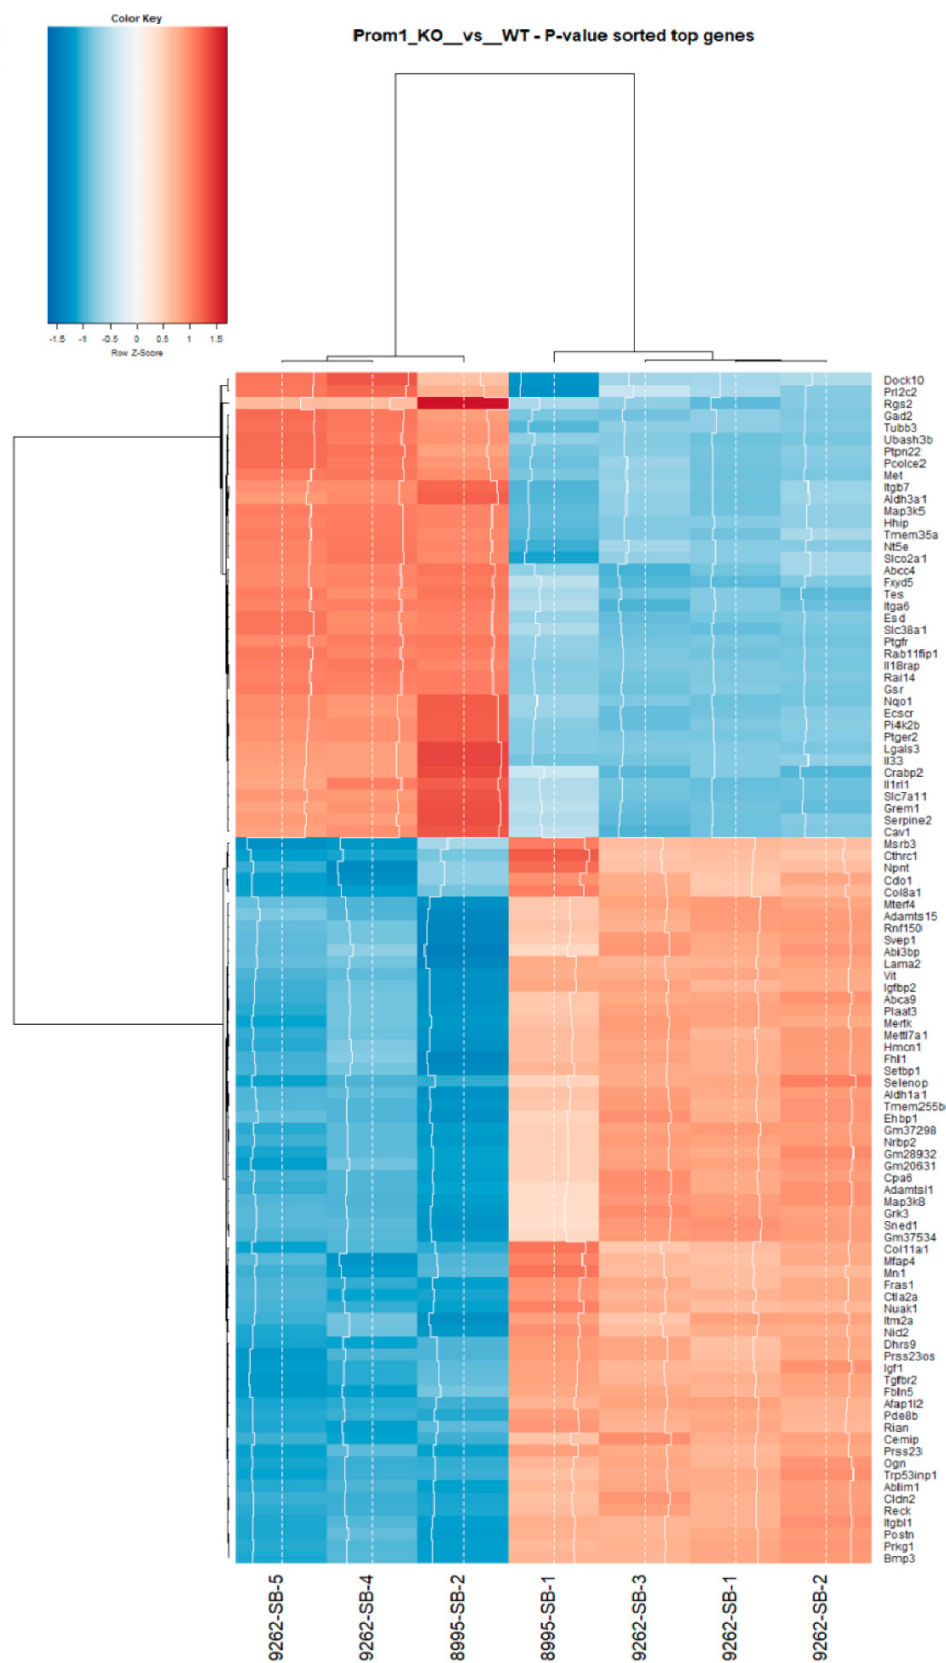

**Fig. S2. Heatmap of top 100 differentially expressed genes between Prom1-KO and WT groups.** Hierarchical clustering heatmap shows the top 100 DEGs ranked by P-value. Color intensity indicates relative expression levels, with red representing upregulation and blue representing downregulation. The clustering of samples is based on similarity in expression profiles. The color key (top left) shows the scale of normalized expression values.

**Fig. S3**

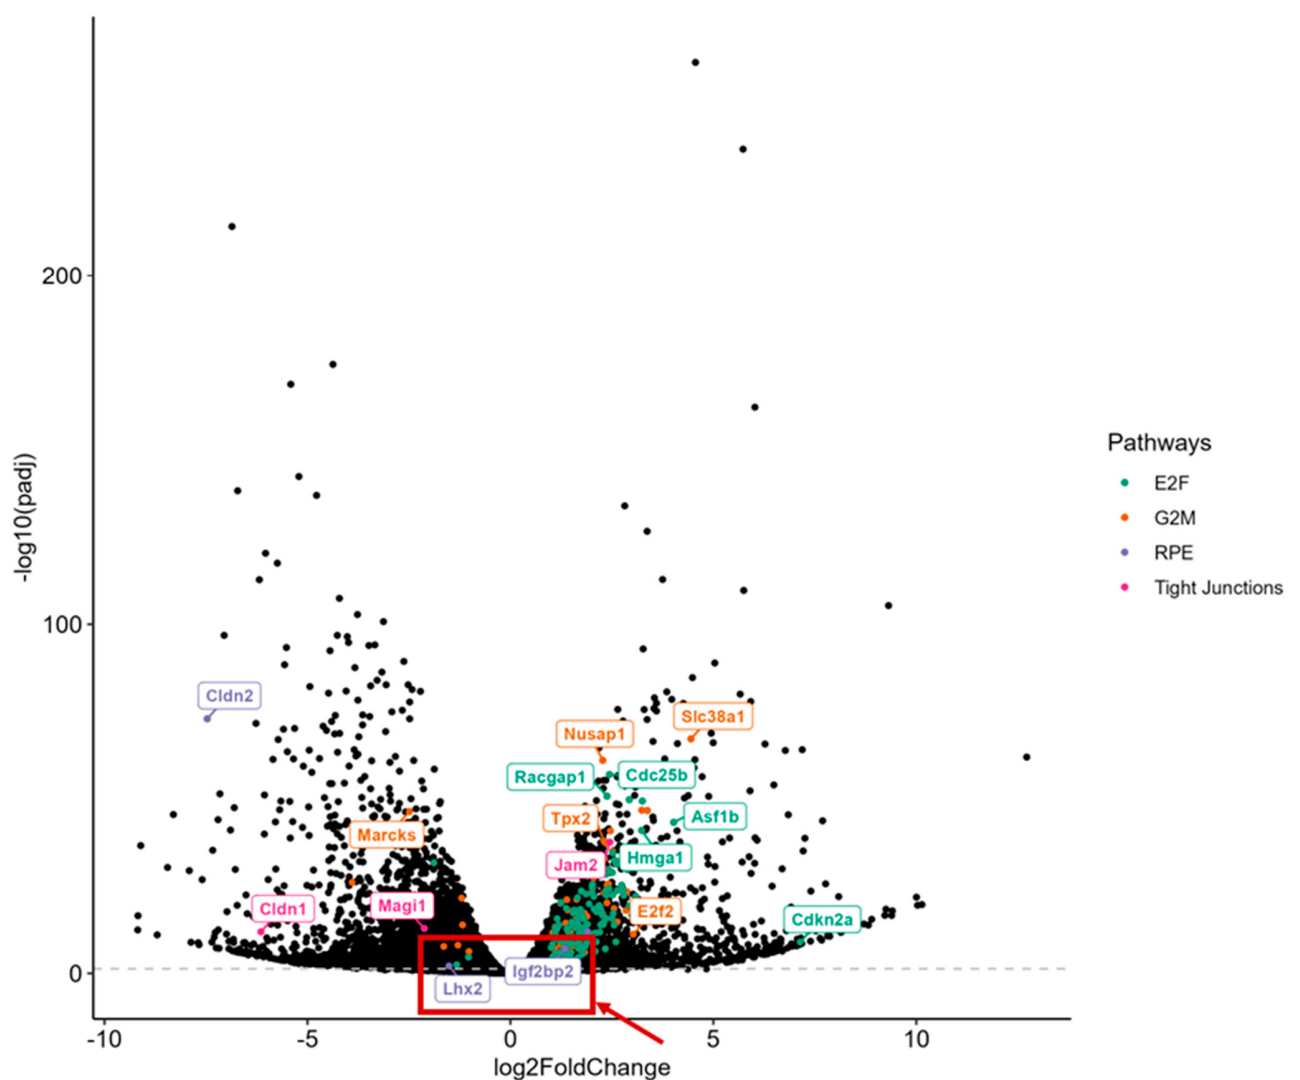

**Fig. S3. Loss of Prom1 regulates tight junction and proliferation pathway genes in mouse RPE cells.** A volcano plot of RNA-sequencing data highlighting the differentially expressed genes associated with the

E2F, G2M, RPE, and tight junctions' pathways using stringent differential expression criteria ( $\text{Log}_2\text{FC} > 1$ , adjusted p-value  $\geq 0.05$ ). 

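Within batch 1, with 1 library of each group, the log2 fold changes of KO22 against WT were -6.41 for *Cldn2*, -7.60 for *Cldn1* and -1.98 for *Lhx2*. Within batch 2 they were -6.34, -5.18 and -0.71. The values within a batch carry a pseudocount of 0.5 CPM, and the values fitted over the 7 libraries do not. Figure S3 also labels *Marcks* and *Magi1* as lower, and their log2 fold changes over the 7 libraries were -2.48 and -2.10 (edgeR adjusted p = 2.91e-06 and 9.77e-05). None of these genes passed both limits in KO26.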

Genes significantly downregulated include *Cldn2*, *Cldn1*, and *Lhx2*, indicating defects in the outer blood-retinal barrier and downregulation of the RPE differentiation program, leading to a less functional RPE. Upregulated genes include *E2F2*, *Igf2bp2*, *Hmga1*, and *Cdkn2a*, suggesting a shift from a pro-senescent RPE phenotype to one that promotes proliferation, survival, and a potential loss of RPE function.

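*E2f2* (ENSMUSG00000018983, chromosome 4, 135899585 to 135923368) rose from 0.619 ± 0.308 CPM in WT (n = 4) to 5.17 ± 0.66 CPM in KO22 (n = 3), a log2 fold change of 2.99 (edgeR adjusted p = 1e-04). *Hmga1* (ENSMUSG00000046711, chromosome 17, 27775449 to 27782648) rose from 18.3 ± 1.3 to 179 ± 77.1 CPM, a log2 fold change of 3.24 (edgeR adjusted p = 4.14e-06), and the WT library 9262-SB-3, at 20.2 CPM, lay apart from the other 3 WT libraries, at 17.5 to 17.8 CPM. *Igf2bp2* (ENSMUSG00000033581, chromosome 16, 21877759 to 21982499) rose from 29.5 ± 4.82 to 77 ± 23.4 CPM, a log2 fold change of 1.356 (edgeR adjusted p = 0.000529), which was 0.99 and 1.01 without 8995-SB-1 and without 8995-SB-2. *Cdkn2a* had at most 1 count in every WT library and 2.8 ± 0.598 CPM in KO22, at least 13.4-fold higher. The KO26 libraries had 2.09 and 1.04 CPM of *E2f2*, 13.8 and 25.8 CPM of *Igf2bp2*, 24.1 and 25.9 CPM of *Hmga1* and 0.0928 and 0 CPM of *Cdkn2a*. Of the 11 genes that Figure S3 labels as higher, 11 passed both limits in KO22 and 3 in KO26.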

How the deposited data were processed for this re-analysis (not part of the article)

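RNA-seq was analysed in 15 mapped libraries: 9 of cultured mouse RPE cells (4 WT, 3 of clone KO22 and 2 of clone KO26, in sequencing batches 1 and 2) and 6 of mouse RPE/choroid (3 WT and 3 labelled *Prom1*-KO), on which the paper does not report. The libraries were grouped by their sample labels, and 2 of them, both of clone KO26, were left out by the paper. The authors trimmed the reads with TrimGalore, aligned them to mm39 with STAR, took the raw count of each gene from STAR, and excluded genes with low counts before the tables were deposited. The authors' normalized signal values are the raw counts divided by one size factor per library, as deposited, with DESeq2 named in the methods. The signal values were not used in the tests and serve only for the normalized totals. For the RPE/choroid libraries the aligner is not stated beyond the labels.

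The mRPE count table lists 20910 genes and the RPE/choroid count table 25038. The median total count was 13042370 in WT mRPE, 13096157 in KO22, 52590233 in WT RPE/choroid and 57016531 in RPE/choroid labelled *Prom1*-KO. Between replicate libraries the counts varied by more than counting noise. The chi-square per degree of freedom was 5.2 to 7.94 between WT mRPE libraries of batch 2. Between these and 8995-SB-1 of batch 1 it was 65.4 to 86.6. Each value is pooled over genes, so it does not show for how many genes replicate spread rather than depth sets the precision. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold against it is given as a lower bound.

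Differential expression was computed in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, the sequencing batch as a term for mRPE, genes with at least 5 counts in at least 3 libraries, Benjamini-Hochberg adjustment, an adjusted p under 0.05 and an absolute log2 fold change over 1.2. The comparisons were KO22 with WT over the 7 libraries that the paper kept, both clones together with WT, KO26 with WT and KO22 with KO26 over the 9 mRPE libraries, and RPE/choroid labelled *Prom1*-KO with WT. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Principal components used the variance-stabilized counts of DESeq2 1.42.0 for the 500 most variable genes, with removeBatchEffect of limma 3.58.1. Gene lists were tested with camera of limma on log2 CPM (prior count 2, preset correlation 0.01), with fry and with camera's estimated correlation as alternatives. The genes to be named were set by a fixed rule: *Prom1*, each gene that the paper's text or legends name for RNA-seq or that Figures 4A, 7A, 8A and S3 label, the 5 genes with the smallest adjusted p in each direction of each comparison, the sex-linked genes *Xist*, *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*, and members of a list where it is described.

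The methods were tested on simulated data, drawn from the means, depths and dispersions of these libraries, in which 200 genes were changed by a log2 fold change of 2. edgeR recovered 197 of them for KO22, 155 for both clones together, 186 for KO26, 180 for KO22 with KO26 and 146 for RPE/choroid. Alternatives tried were DESeq2's size factors, DESeq2's own test, no count filter, edgeR's filterByExpr, no batch term, one fit over 9 libraries, no limit on the fold change, WT and KO26 libraries alone, other numbers of genes for the principal components, and each library left out in turn. Reactome's mouse sets (15 to 500 tested genes), the lists of cell cycle genes in Seurat 5.3.0, leaving out mitochondrial genes in RPE/choroid, and leaving out libraries for KO22 with KO26 were chosen after seeing the data. Other splits of the libraries were all run where there were at most 100, and 100 were drawn at random otherwise. MSigDB's Hallmark sets, qPCR, Western blots, staining and *Prom1* itself in the mRPE libraries were not analysed here. Tests of 1 candidate source of the *Prom1* counts in RPE/choroid were run and are not reported here.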

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

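The tests of whole-chromosome shifts as the whole cause, of the sequencing batches, of WT cells mixed into KO22 libraries, of the mitochondrial transcripts, of the sex of the mice in RPE/choroid and of the share of RPE cells were chosen only after the result was seen. The other tests were set before the data were examined.

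The 2 clones differed from each other in 3797 genes at both limits (edgeR's quasi-likelihood test over the 9 mRPE libraries). The log2 fold change of KO22 against KO26 was -6.64 for *Igfbp2*, -4.58 for *Postn*, 3.77 for *Grem1*, -1.15 for *Pink1*, -3.4 for *Mertk*, 3.46 for *Slc7a11*, -4.04 for *Ablim1*, -4.24 for *Ogn* and -6.12 for *Aldh1a1*. Of the 5154 genes that differed between KO22 and WT, 231 changed the same way past both limits in KO26, and 50 changed the opposite way. At the adjusted p limit alone, 3560 of the 5154 differed between the clones. Lists of NRF2 targets, TNF/NF-kappaB targets and imprinted genes also differed between the clones (adjusted p from limma's camera of 2.16e-06, 3.07e-05 and 2.44e-06). With camera's estimated correlation the adjusted p was 0.06 for the NRF2 list, 0.271 for the TNF list and 0.0674 for the imprinted list, so none of the 3 held there. A list of fibroblast markers did hold there (adjusted p = 0.0429). It was lower in KO22 than in KO26, with 8 of 15 genes lower past both limits (median log2 fold change -1.449). For KO22 against WT its median was -1.317, and its adjusted p with the estimated correlation was 0.132. Mislabelled WT libraries in place of KO26 are weakly argued against. KO26 differed from a pair of WT libraries in at least 17 genes. WT pairs differed from each other in 0, where at least 166 genes had an unadjusted p under 0.05. KO26 and each WT pair with 8995-SB-1 hold 1 library per batch, and the WT pair set against them lies in batch 2 alone. The groups are thus not balanced over the batches, and few libraries carry this argument. With camera the NRF2 list was also higher in KO26 (median log2 fold change 0.368), as were the UPR list (0.451), which was not shown to differ between the clones (adjusted p = 0.334), and the E2F and G2M lists of Figure 6 (0.985 and 0.841). With the estimated correlation each of these 4 lists was at an adjusted p of 0.29 in KO26. A change that follows loss of *Prom1* and differences between clones that do not come from *Prom1* both stay open, and KO26 has only 2 libraries.

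In KO26, which the paper left out of its comparison, 399 genes differed from WT at both limits. Of these, 231 changed the same way in KO22, and 50 changed the opposite way. At the adjusted p limit alone, the clones differed in 135 of the 250 higher and 100 of the 149 lower genes. The correlation of the fold changes of KO22 and KO26 over all genes was 0.274, where 50 simulations of unrelated groups that share the WT libraries gave 0.319 to 0.379. Among the 5184 genes that differed in KO22 in the fit over 9 libraries, the correlation was 0.337, within the 0.289 to 0.389 of the simulations, and 70.8% had the same sign in KO26, where at most 64% did in the simulations. With no WT libraries shared, the correlation was 0.114 to 0.282 over all genes and 0.171 to 0.359 over these genes in 6 divisions. The share with the same sign was 57.5% to 64% over all genes and 65.1% to 72.2% over these genes. These values lie on the side of a like change. Groups with unrelated changes were not simulated, with or without shared WT libraries, so the values do not decide whether the clones changed alike.

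Of the 35 divisions of the 7 libraries into 4 and 3, 1 gave as many genes as the division into WT and KO22, which is the real one. The largest other count was 3724, from the WT libraries of batch 2 against the other libraries. There both batch 1 libraries lie on the same side. With the batch term, that division again compares WT with KO22 within batch 2. A difference between the batches is argued against as the cause. Of the genes that differed in KO22, 98.6% had the same direction in both batches, although these genes were chosen over both batches. Over all 20737 genes, 72.9% had the same direction, and the correlation between the batches was 0.752. Batch 1 holds 1 library of each group.

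Genes of the same chromosome shifted together in KO22. Medians were taken over genes with a mean of at least 1 CPM over the 9 libraries. The median log2 fold change was -0.154 for chromosome 1, 0.294 for 4, -0.433 for 6, -0.276 for 7, 0.639 for 8, 0.318 for 9, -0.526 for 10, -0.461 for 12, 0.264 for 14, 0.409 for 15, 0.275 for 16 and -0.356 for 19. The medians of single WT libraries against the WT mean lay between -0.082 and 0.128, and these are the 12 chromosomes on which the median of each single KO22 library lay outside that range on the same side. On them 27.2% of the tested genes differed, and 22.5% elsewhere. Chromosomes 2, 3 and X (0.151, 0.158 and 0.213 in KO22) are counted as elsewhere, since at least 1 KO22 library lay inside the range. By the same rule 4 chromosomes shifted in KO26: 6, 12, 16 and X, with medians of 0.207, -0.19, 0.234 and -0.11. The size of the shift on chromosome 8, at 0.639, is consistent with a gain of that chromosome in the clone, and DNA copy number was not measured. Once each chromosome's median was subtracted, 84.1% of the genes that differed (4332) stayed over the fold change limit. Their adjusted p-values were kept and not computed again. The average shift of a chromosome thus does not by itself put these genes past that limit. Effects of a changed chromosome on single genes or on other chromosomes were not tested. Chromosome changes as the whole cause of the differences therefore stay open.

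Y-linked transcripts were low in KO22, at 1.1% of the WT mean in 8995-SB-2, 11.6% in 9262-SB-4 and 9.82% in 9262-SB-5, while WT libraries lay at 94% to 105% and KO26 libraries at 72.3% and 95.5%. A culture from a mouse of the other sex met the first part of the expectation set for it, since Y-linked transcripts were nearly absent from one group. It is argued against by *Xist*, which was at or below the WT level in each KO22 library (0.173, 0.5785 and 0.3104 CPM), with Y-linked transcripts still at 11.6% in one of them. Reading *Xist* and the Y-linked genes together in this way was decided after their values were seen. Loss of the Y chromosome in most cells of the clone stays open and was not tested. WT cells mixed into the batch 2 libraries are argued against, since 26 transcripts abundant in WT and low in 8995-SB-2 reached a median of 3.16% of WT in 9262-SB-4 and 1.86% in 9262-SB-5, below the Y-linked transcripts.

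In 23 of 108 measures tested, all 23 of them genes, 1 of the 4 WT mRPE libraries lay far from the other 3, with a gap past Dixon's limit for 4 values, where chance gives about 5.4. In 18 of the 23 it was 8995-SB-1, the only WT library of batch 1. In percent of the range, the gap of 8995-SB-1 was 88.8 for *Grem1*, 87.8 for *Slc7a11*, 83.5 for *Hhip*, 88.4 for *Dock10*, 87.2 for *Il1rl1*, 95.3 for *Glipr1*, 91.5 for *Cthrc1*, 96 for *Myl9*, 84.4 for *Fbn2*, 88 for *Tagln*, 83.9 for *Pax2*, 91.9 for *Pink1*, 96 for *Slc38a1*, 90.1 for *Serp1*, 89.7 for *Ccnb2*, 84.7 for *Cdk1*, 82.9 for *Mcm7* and 95.4 for *Hmgb3*. It was 84.9 for *Il33*, 86.5 for *Pcolce2* and 89.5 for *Hmga1* in 9262-SB-3, 85.6 for *Itgbl1* in 9262-SB-2 and 85 for *Fbln5* in 9262-SB-1. Among the WT libraries the batch and the single library cannot be told apart, since batch 1 holds 1 WT library. In KO26, with 1 library per batch, *Serp1*, *Pink1* and *Slc7a11* differed between the batches in the same direction as in WT. *Grem1*, *Pax2* and *Slc38a1* did not, so the KO26 values do not decide it for the genes as a set. No biological explanation was tested.

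In RPE/choroid, on which the paper does not report, 47 genes were lower and 0 higher in the libraries labelled *Prom1*-KO than in WT (edgeR's quasi-likelihood test, 24926 genes, 2068 at an unadjusted p under 0.05). *Rpe65* had a log2 fold change of -6.06, with 204 to 287 CPM in WT and 1.13 to 5.98 CPM in the libraries labelled *Prom1*-KO. The real division was 1 of the 10 divisions of 6 libraries that gave as many genes, and 10 divisions cannot give a share under 0.1. The share of mitochondrial transcripts in 12965-SB-06 (80.36% of counts from mitochondrial rRNA) is argued against as the whole cause, since 37 genes were lower without that library. Of all genes called there, 26 were among the 47, and it stays open for the others of the 47. Leaving out mitochondrial genes gave 52 lower genes and decides nothing, since the scaling had already taken up that share. The sex of the mice cannot be told apart from the condition in 2 of the 3 libraries, since 12965-SB-04 and 12965-SB-05 have *Xist* and no or nearly no Y-linked transcripts, and the WT libraries have Y-linked transcripts. In 12965-SB-06, which has Y-linked transcripts, 47 of the 47 genes lay below each WT library, and a single library leaves this open. A lower share of RPE cells also stays open: a list of RPE markers was lower with camera, and so was a list of endothelial markers, with a median log2 fold change of -0.687, but fry called neither (adjusted p of 0.0611 and 0.396). Such a lower share would raise markers of the other cell types alike. Immune markers had a median of 0.326, with 6 up and 4 down, and the difference between the endothelial and immune lists was -0.388 to 0.349 in WT libraries and -1.292 to -0.717 in the others. This was the only 1 of 6 pairs of lists that set the groups apart, where chance gives about 0.6, so 3 libraries in each group do not decide it. Leaving out 12965-SB-05 left 9 lower genes.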

How the results depend on the processing

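The alternatives were chosen ahead of the values, except leaving out mitochondrial genes in RPE/choroid, leaving out libraries for KO22 against KO26, and the added gene sets, which were chosen only after the result was seen. No paired analysis was possible because no replicate number is shared between the groups. Where no cause is named below, the cause was not tested.

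For KO22 against WT, 2338 genes were higher and 2816 lower, and the counts stayed within 1.5 times of these under DESeq2, DESeq2's size factors, no count filter, no batch term, filterByExpr, one fit over 9 libraries, an absolute log2 fold change over 1 and each library left out. With no limit on the fold change they were 5506 and 5331, by the construction of that alternative. The sign of *Il1r1*, which did not differ from WT, reversed to -0.03 without the batch term and to -0.03 with filterByExpr, and it lay from -0.07 to 0.08 with each library left out.

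With both clones together, DESeq2 gave 1284 higher and 552 lower genes in place of 553 and 196. With each library left out there were 0 to 1679 higher and 1 to 1348 lower genes: 0 and 1 without any 1 of 9262-SB-1, 9262-SB-2, 9262-SB-3, 9262-SB-4 and 9262-SB-5 (4018 to 4630 at an unadjusted p under 0.05), 157 and 16 without 8995-SB-1, 1337 and 571 without 8995-SB-3, and 1679 and 1348 without 9262-SB-6. Of 100 drawn divisions of the 9 libraries into 4 and 5, 5 gave as many genes as the real one, itself included. Each of these 5 keeps all KO22 libraries on the same side, and the other drawn divisions gave 0 genes. The number is thus not set apart from other divisions that keep the KO22 libraries together.

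For KO26 against WT, with 250 higher and 149 lower genes, there were 123 and 71 without the batch term, 408 and 410 with WT and KO26 libraries alone, and 269 lower with DESeq2. With a WT or KO22 library left out there were 68 to 471 higher and 49 to 407 lower genes, lowest without 9262-SB-1 (68 and 58) and 9262-SB-2 (70 and 49), 78 and 53 without 9262-SB-3, and highest without 8995-SB-2. Leaving out a KO26 library leaves 1 library in that group, so no count is given.

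For RPE/choroid, with 0 higher and 47 lower genes (2068 at an unadjusted p under 0.05), DESeq2 gave 83 and 188, and leaving out mitochondrial genes gave 1 higher gene. With each library left out there were 0 to 5 higher and 9 to 37 lower genes, 9 without 12965-SB-05 and 14 without 12965-SB-01.

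Of the 33 gene lists, camera called 17 higher and 10 lower in KO22 against WT, and 5 and 2 with the estimated correlation. The lists called with the estimated correlation are all genes that Figures 4A, 5, 7A, 8A and S2 show as changed in these libraries. Their calls are thus not independent evidence, and no list chosen without these libraries held there. Fry called 19 higher and 12 lower, so its calls in KO22 set a list little apart. For both clones together the estimated correlation gave 0 and 0 and fry 9 and 0 in place of 16 and 10. For KO26 it gave 0 and 0, and fry gave 12 and 1, in place of 13 and 3. For KO22 against KO26 the estimated correlation gave 6 and 6 in place of 16 and 10, and the list of fibroblast markers was among the lower ones. For RPE/choroid both gave 0 and 0 in place of 1 and 2.

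The share of variance on PC1 with 100, 2000 and all genes was 93.8%, 81% and 64% over the 9 libraries, 96.1%, 87% and 71% after batch correction, 97.5%, 93.9% and 82.9% over the 7 libraries after correction, and 95.9%, 89% and 75.7% without it. For PC2, 11 of 16 values moved. With no WT libraries shared, the lowest correlation between the clones' fold changes was 0.114 over all genes and 0.171 over the genes that differed in KO22.

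Among single genes, leaving out a library made 9 of 743 values for KO22 weaker and 3 stronger. *Lhx2* fell below the limits with any of the 7 libraries left out (-1.69 to -0.91) and without the batch term. Of 81 values for both clones together, 13 were weaker and 6 stronger, of 91 for KO26, 4 were weaker, and of 48 for RPE/choroid, 10 were weaker. The other alternatives left 638 of 642 values for KO22 and 64 of 65 for KO26 on their side of the limits. The depth limits genes near the floor, such as *Cdkn2a* in WT, for which a lower bound is given.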

Differences from the paper's values

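None of these comparisons rests on a test chosen after the result was seen. The paper's values from Fig. 7 and Fig. 8 are from RT-qPCR and the values computed here are from RNA-seq, and both are expression relative to WT. For the RT-qPCR values, none of the alternatives set before the data were examined closed the gap. The paper's panels name the second clone KO26.4 and the sample labels name clone 26. The 2 are taken here as the same clone, and the values and directions given for KO26 rest on that.

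In KO22, the paper's Fig. 7B to D, read by eye, shows about 0.71 for *Igfbp2*, about 0.24 for *Postn* and about 4.3 for *Grem1*, and RNA-seq gave 0.014, 0.0367 and 23.6. The paper's Fig. 8D to H, read by eye, shows about 0.32 for *Mertk*, about 3.1 for *Slc7a11*, about 0.41 for *Ablim1*, about 0.16 for *Ogn* and about 0.13 for *Aldh1a1*, and RNA-seq gave 0.0806, 53.2, 0.0485, 0.0236 and 0.00871. The direction was the same in these 8 genes.

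In KO26, the paper's Fig. 7B to D, read by eye, shows about 0.29 for *Igfbp2*, about 0.19 for *Postn* and about 3.0 for *Grem1*, and RNA-seq gave 1.41, 0.879 and 1.78. The paper's Fig. 8B and Fig. 8D to H, read by eye, show about 0.30 for *Pink1*, about 0.27 for *Mertk*, about 2.1 for *Slc7a11*, about 0.17 for *Ogn* and about 0.03 for *Aldh1a1*, and RNA-seq gave 0.726, 0.846, 4.82, 0.459 and 0.604. The direction was the opposite for *Igfbp2* and the same for the other 7. Of these 8 genes, only *Slc7a11* passed both limits in KO26 RNA-seq (edgeR adjusted p = 0.000678). *Igfbp2*, *Postn*, *Grem1*, *Pink1* and *Mertk* were not shown to differ from WT there, so their directions carry little weight.

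The paper names *Il1r1* among the upregulated genes, and its log2 fold change in KO22 was 0.03, while *Il1rl1*, the label in Fig. 4A, was higher. The paper names *Qrich1* and *Ptpn2* as upregulated and Fig. 8A labels *Usp4*. Their log2 fold changes of 1.06, 1.08 and 1.15 exceed a limit of 1 and not the limit of 1.2. The paper places *Serp1*, *Map2k3*, *Slc2a1* and *Npm1* in upregulated clusters, and their log2 fold changes of 0.93, 0.78, 1.13 and 1.03 did not exceed 1.2. *Slc2a1* did without the batch term, at 1.22, and without 9262-SB-5, at 1.24, and *Npm1* did without 8995-SB-1, at 1.38, and without 8995-SB-2, at 1.4.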

Other observations

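*Prom1* was counted in each RPE/choroid library, at 48.7, 49.6 and 53.3 CPM in WT and at 49.9, 48.1 and 35.5 CPM in the libraries labelled *Prom1*-KO (log2 fold change -0.182, standard error 0.158, adjusted p = 0.824 from edgeR). Why *Prom1* was counted in the libraries labelled *Prom1*-KO was not resolved here.

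The RPE/choroid genes with the smallest adjusted p were *Jakmip2*, *Inpp5k*, *Col9a3*, *Lrat* and *Ermap*, with log2 fold changes of -3.115, -2.3, -2.08, -3.427 and -5.441. *Rgr* had 546 to 786 CPM in WT and 6.7 to 30.7 CPM in the libraries labelled *Prom1*-KO. Of the 47 lower genes, 20 were tested in mRPE, where 6 were lower and 5 higher in KO22. The correlation of the fold changes of KO22 and RPE/choroid was 0.039 over 19110 genes.

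In KO22 the genes with the smallest adjusted p that the paper does not discuss were *F5*, at least 1930-fold higher than WT, and *Pgr* and *Megf6*, at least 229-fold and 125-fold lower. *Hhip* and *Aldh1a1* had log2 fold changes of 6.017 and -6.843. With both clones together they were *Cit*, *Ralgps2*, *Aurkb*, *D17H6S56E-5* and *Fancd2* (1.464, 1.219, 2.027, 1.737 and 1.616) and *Man1a*, *Rcan2* and *Scel* (-1.506, -2.558 and -3.515), beside *Gm15482* and *Gm15675*, which were at the floor in both clones. In KO26 they were *Rgs17*, *Mylk*, *Olfml3* and *Phf11b* (2.488, 1.815, 1.749 and 2.222) and *Pamr1*, *Brinp3*, *Nrp2*, *Stmn2* and *Gm37233* (-3.508, -2.182, -1.66, -1.795 and -2.709). *Mylk*, *Brinp3*, *Nrp2* and *Stmn2* changed the opposite way in KO22. Between the clones they also included *Grb10* and *Dock10*, higher in KO22 (3.286 and 6.217), and *Hs3st3a1*, *Mfap4* and *Grk3*, lower in KO22 (-7.161, -6.252 and -4.774).

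A list of imprinted genes was lower in KO22 (25 tested, 1 higher and 16 lower, median log2 fold change -2.714, camera adjusted p = 1.54e-06, fry adjusted p = 0.000105, 0.0867 with the estimated correlation), and its median in KO26 was -0.077. The S and G2M phase genes of Seurat had medians of 1.881 and 2.02 in KO22 and 1 and 1.208 in KO26.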
